# Joint transcriptomic and metabolomic analysis reveals the mechanism of low-temperature tolerance in *Hosta ventricosa*

**DOI:** 10.1371/journal.pone.0259455

**Published:** 2021-11-03

**Authors:** QianQian Zhuang, Shaopeng Chen, ZhiXin Jua, Yue Yao

## Abstract

*Hosta ventricosa* is a robust ornamental perennial plant that can tolerate low temperatures, and which is widely used in urban landscaping design in Northeast China. However, the mechanism of cold-stress tolerance in this species is unclear. A combination of transcriptomic and metabolomic analysis was used to explore the mechanism of low-temperature tolerance in *H*. *ventricosa*. A total of 12 059 differentially expressed genes and 131 differentially expressed metabolites were obtained, which were mainly concentrated in the signal transduction and phenylpropanoid metabolic pathways. In the process of low-temperature signal transduction, possibly by transmitting Ca^2+^ inside and outside the cell through the ion channels on the three cell membranes of COLD, CNGCs and CRLK, *H*. *ventricosa* senses temperature changes and stimulates SCRM to combine with DREB through the MAPK signal pathway and Ca^2+^ signal sensors such as CBL, thus strengthening its low-temperature resistance. The pathways of phenylpropanoid and flavonoid metabolism represent the main mechanism of low-temperature tolerance in this species. The plant protects itself from low-temperature damage by increasing its content of genistein, scopolentin and scopolin. It is speculated that *H*. *ventricosa* can also adjust the content ratio of sinapyl alcohol and coniferyl alcohol and thereby alter the morphological structure of its cell walls and so increase its resistance to low temperatures.When subjected to low-temperature stress, *H*. *ventricosa* perceives temperature changes via COLD, CNGCs and CRLK, and protection from low-temperature damage is achieved by an increase in the levels of genistein, scopolentin and scopolin through the pathways of phenylpropanoid biosynthesis and flavonoid biosynthesis.

## Introduction

Environmental factors such as temperature, humidity and light intensity limit the geographical distribution of plants [1]. However, studies have shown that it is not photosynthesis but temperature that limits the growth range of plants [2]. In the process of introducing garden plants in different areas for urban landscaping and ecological construction, although most exotic garden plants can only thrive under standardized management regimes, studies have shown that climate adaptability is positively correlated with the success of domestication [3]. Among the many climatic factors, it is temperature that has the greatest effect on plant growth and development [4]. Jilin Province in China is located in a mid- to high-latitude region, and has a typical temperate continental monsoon climate, with long cold winters and extremely low temperatures. From 1961 to 2010, the average number of cold hazards in Jilin Province was three per decade [5], and these extremely low temperatures have severely restricted the introduction and domestication of ornamental plants in Northeast China.

Temperature stress in plants has been extensively studied. Very high temperatures in summer have the greatest impact on plant productivity, but low temperatures in winter affect the survival of species [4]. Low temperatures can trigger complex changes in plant morphology, physiology and biochemistry [6], including cold signal transduction, and changes in reactive oxygen species (ROS) and cold-induced gene transcription products [7]. When a cold-resistant variety of *Brassica napus* is subjected to a low-temperature environment for long periods, the initial plant response involves activation of the osmotic mediation system and triggering of the antioxidant enzymes. Transcriptome analysis has shown that rapeseed protein serine/threonine kinase, inositol-1-phosphate synthase and calmodulin all play an important role in low-temperature stress [8]. In the cold-stress signal transduction pathway of *Arabidopsis thaliana*, the histidine kinases *AHK2* and *AHK3* are involved in the recognition of low-temperature (1°C) induction in response to the expression of the A-type Arabidopsis response regulator (*ARR*) gene family. The *CBF* family is also involved in important cold-signal transduction pathways in *Arabidopsis* [9]. Flavonoids are the main determinants of cold-stress response. Under low-temperature conditions, *Arabidopsis* increases the expression of flavonoid synthesis genes, thereby increasing the flavonoid content in response to low-temperature stress [10]. *Hordeum distichon* (two-rowed barley) is a crop that is cultivated on the Qinghai-Tibet Plateau. After cold-stress treatment, eight metabolites of sensitive and tolerant types change, such as deoxyadenosine and 6-methylmercaptopurine [11]. There have also been many studies of the effects of cold stress on the model plant *Nicotiana tabacum*. In a study of the transcriptomes and metabolites produced by the two ecotypes of *Nicotiana tabacum*, namely *CB*-*1* and *K326*, it was found that there was an approximately 50% overlap in the cold-stress genes of the two varieties, and that K326-type *N*. *tabacum*, with better cold resistance, had more significant differential gene expression; plus, energy metabolism and hormone metabolism had obvious functions in the two ecotypes [6]. Current research is mainly focused on the low-temperature or cold resistance of model plants, crops and cash crops, but there have been few reports on the cold-resistance mechanism in ornamental garden plants.

Members of the family Liliaceae, including *Hosta* species, are rich in germplasm resources in terms of leaf type, flower color, and mosaic pattern. They are one of the most popular ornamental plants and are widely used in landscaping in many countries. In addition, the tender leaves of many *Hosta* species can be eaten, and they have some anti-inflammatory and analgesic effects. Many secondary metabolites have been demonstrated to have beneficial medicinal effects [12], but these *Hosta* species have poor cold resistance. None of the introduced species in Northeast China can cope with extreme low-temperature conditions, often causing death. The most remarkable feature of *Hosta ventricosa* is that it can tolerate extreme cold in winter. It is one of the few *Hosta* species that can survive the winter without protection in the northeast. It combines a high ornamental value with the advantages of cold resistance, shade tolerance and disease resistance, and it is the most widely used ground cover plant for urban garden landscaping in Northeast China. To date, there have been only a few studies on the mechanism of low-temperature resistance in *Hosta* species, which have mainly focused on physiological changes and altered gene expression. For example, treatment of *H*. *capitata* with antifreeze protein (AFP) at a concentration of 100 μg/L can effectively protect this plant species from damage caused by a temperature of 4°C, and reduces the expression of *CBF1* (C-crpeat binging transcription factor1) and *DHN1* (Dehydrin1) and increases the expression of SOD and CAT [13]. However, as yet there have been no published reports on the use of transcriptomes and metabolomes to conduct in-depth research on the cold-resistance mechanism of *H*. *ventricosa*. The findings of such a study would not only improve understanding of the mediation of this mechanism in this species, but might also form the basis for the development and identification of new varieties of *Hosta* with low-temperature resistance.

## Materials and methods

### Test materials and pretreatment

*Hosta ventricosa* that had been planted in the horticulture field of Jilin Agricultural Science and Technology College was transplanted into 21-cm diameter flower pots in May 2019. After three months of shaded and slow seedling cultivation, the potted plants were placed indoors. The test seedlings were divided into two groups. The no low-temperature treatment group (NT) was kept under normal indoor maintenance conditions and management regime at 25°C, and the low-treatment group (LT) was placed in an artificial climate box for low-temperature stress treatment. The final low-temperature treatment was set to 3°C [14]. In order to avoid large temperature changes causing tissue damage, the temperature was gradually decreased in 5°C increments, each lasting for 3 days, until the temperature of the climate chamber reached 3°C. The stress treatment was applied at 3°C for 7 days, and for each treatment group there were three replicates. The above-ground parts of the plants in the two test groups were removed, and the roots were collected. The roots were washed with double-distilled water and then immediately frozen in liquid nitrogen and stored in a freezer at −80°C.

### Transcriptomics analysis

#### RNA extraction

Total RNA was extracted from the plant roots using a Total RNA Purification Kit, TRK1001 (LC Science, Houston, TX), and was then subjected to agarose gel electrophoresis. The quality of DNA samples was checked using a NanoDrop 2000 spectrophotometer. The A260/280 quality was in the range of 1.70–1.90 and the concentration was 500 μg L^−1^ or more, meeting the requirements of subsequent tests. The samples were stored in a freezer at −80°C.

#### Library construction, sequencing and annotation

The sequencing work was undertaken by Hangzhou Lianchuan Bio Technologies Co., Ltd., and the NovaSeq 6000 System (Illumina, USA) was used for sequencing. In order to maximize the data quality, the original data were filtered, and Cutadapt and perl scripts were used to delete the contaminated, low-quality and undetermined bases. The sequence quality, including effective sequencing quantity, Q20, q30 and GC content, was estimated using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The transcriptome was then reassembled using Trinity 2.4.0 to obtain Unigene. DIAMOND was used to add the corresponding functional annotations to the assembled Unigene, and to select Nr (http://www.ncbi.nlm.nih.gov/), GO (http://www.geneontology.org), SwissProt (http://www.expasy.ch/sprot/), KEGG (http://www.genome.jp/kegg/), Pfam (http://pfam.xfam.org/) and EggNog (http://eggnogdb.embl.de/).

#### Screening of differentially expressed genes

Salmon [15] quantified the expression level of Unigenes by calculating TPM [16]. The differentially expressed Unigene was selected by the R package edge R [17], and the screening criteria were log2 > 1 or log2 < −1 (*P* < 0.05).

#### Fluorescence-based quantitative PCR

The transcription levels of differentially expressed genes (DEGs) in *H*. *ventricosa* were determined by quantitative real-time PCR (qRT PCR), which was performed using SYBR Premix Ex Taq (Tli Rnase H Plus, Takara). cDNA (20 times diluted) was used as the template for qRT PCR. The operation process and reaction conditions were as described in the manufacturer’s instructions, and the qRT PCR was repeated three times. The relative gene expression was calculated using the comparative 2^-ΔΔCT^ method. The gene-specific primers for qRT PCR were designed using Primer Express Software v3.0, and the *Hosta* Actin gene was used as the internal reference gene. The qRT PCR specific primers and internal reference primers are listed in Table 1.

**Table 1:** Primers of the qRT-PCR verification test.

Primer name	Sequence (5’→ 3’)	Primer name	Sequence (5’→ 3’)
HvActin-F	AACCACCTTAATCTTCATGCTGCT	HvActin-R	AAGATTCAGATGCCCAGAGGTCCT
DN34853 c1 g2-F	CGTTTCAAGCAGTTCGCTCTAC	DN34853 c1 g2-R	ATCCACCTGCCCGTCTGTATTG
DN32930 c0 g1-F	ATCCTCGTACAAGATTGACTGC	DN32930 c0 g1-R	TTCGCAAGAGCCTGTCTCATTT
DN35129 c1 g2-F	GGATGAATCAGAGCAGGGAATA	DN35129 c1 g2-R	GAATCAAGAGGTTTATCAGGAGC
DN30894 c0 g4-F	GCAGGTAGTTCTGTGGGTAGCA	DN30894 c0 g4-R	GATGGTCCCAAAGATGTAGCC
DN29020 c0 g1-F	AGACCCAGGAGGAGACGAGA	DN29020 c0 g1-R	TGTCCGCTGTCTCACGCCA
DN30502 c0 g4-F	GTATGGTCCTTCTGCACGAGTC	DN30502 c0 g4-R	TTGTTCAGTGTTAGACGGAGGA
DN31874 c1 g3-F	CACTTTGACACTGCTTCCCTGTA	DN31874 c1 g3-R	CTGGAAGGACAAGATGAGGGTG
DN35174 c1 g1-F	AAGGCTATTCACGGAGGCAACT	DN35174 c1 g1-R	AGCTCGGAGAACTGAGCAAACAT
DN30864 c1 g1-F	ATGCTCCTCCTCCCAAACTCC	DN30864 c1 g1-R	TCCTTGACTTTGCTGGCGTA
DN24297 c3 g2-F	GATGAACTTCTTCGGCAACC	DN24297 c3 g2-R	CTCCTCACCGACGCCTGTTT
DN27133 c0 g2-F	GACGAGCACATGGCGAAC	DN27133 c0 g2-R	CGGTTCCACCAAACATCACAT
DN29325 c0 g1-F	GGTTTCTTTCCTTGGGTTCG	DN29325 c0 g1-R	TGAAAGACGCAGCGGCA
DN26665 c0 g6-F	AGTCCTGCCGAAAGAAGTGG	DN26665 c0 g6-R	AAGAGGAGCACCATTCCAGTC
DN33602 c0 g1-F	CGGCGGTTACGACATTCCTG	DN33602 c0 g1-R	CTTGAAATCGTTGCCGTTGG

### Metabolomics analysis

#### Extraction of samples

The root samples that had been prepared were vacuum freeze-dried, the dried sample was ground to a powder, and 100 mg of the powder was then dissolved in 0.6 mL of 70% methanol extract, stored at 4°C for 12 h, and vortexed six times during this period to improve the extraction efficiency. The extract was centrifuged (rotating speed: 10000 g for 10 min), and the supernatant was then collected, passed through a 0.22-μm filter membrane, and stored in a sample bottle for UPLC-MS/MS analysis.

#### Ultra-performance liquid chromatography (UPLC)

The sample extracts were analyzed using an UPLC-ESI-MS/MS system (UPLC, Shim-pack UFLC SHIMADZU CBM30A system, www.shimadzu.com.cn/; MS, Applied Biosystems 4500 Q TRAP, www.appliedbiosystems.com.cn/). The analytical conditions were as follows: UPLC: column, Agilent SB-C18 (1.8 μm, 2.1 mm × 100 mm); the mobile phase consisted of solvent A, pure water with 0.1% formic acid, and solvent B, acetonitrile. Sample measurements were performed with a gradient program that employed the starting conditions of 95% A and 5% B. Within 9 min, a linear gradient to 5% A and 95% B was programmed, and a composition of 5% A and 95% B was kept for 1 min. Subsequently, a composition of 95% A and 5.0% B was adjusted within 1.10 min and kept for 2.9 min. The column oven was set to 40°C and the injection volume was 4 μL. The effluent was alternatively connected to an ESI-triple quadrupole-linear ion trap (QTRAP)-MS.

#### Qualitative and quantitative analysis of metabolites

A self-built MetWare database was used for qualitative analysis of metabolites based on secondary spectral data. During analysis, the isotope signals were removed, including repeated signals of K^+^, Na^+^ and NH_4_^+^, as well as repeated signals of fragment ions of other higher-molecular-weight compounds. The quantitative analysis of metabolites was accomplished using multiple reaction monitoring analysis of triple quadrupole mass spectrometry. After the metabolite spectrum analysis data had been obtained from all the samples, the area of the mass spectrum peaks of all metabolites was integrated, and the mass spectrum peaks of the same metabolite in different samples were integrated and corrected [18].

#### Differential metabolites selected

Significantly regulated metabolites between groups were determined by VIP ≥ 1 and absolute Log2FC (fold change) ≥ 1. VIP values were extracted from the OPLS-DA result, which also contained score plots and permutation plots, and was generated using the R package MetaboAnalystR. The data were log transformed (log2) and mean centered before OPLS-DA. In order to avoid overfitting, a permutation test (200 permutations) was performed.

#### KEGG annotation and enrichment analysis

Identified metabolites were annotated using the KEGG Compound database (http://www.kegg.jp/kegg/compound/), and then annotated metabolites were mapped to the KEGG Pathway database (http://www.kegg.jp/kegg/pathway.html). Pathways with significantly regulated metabolites mapped to them were then fed into MSEA (metabolite sets enrichment analysis), and their significance was determined by hypergeometric test *p*-values.

## Results and analysis

### Transcriptome analysis

#### Gene assembly, annotation and statistics of the number of differences

A total of six cDNA libraries of purple calyx hosta (*H*. *ventricosa*) were sequenced using the Illumina HiSeq6000 platform. 

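The libraries were made from roots of plants held at 25 °C (the NT group, 3 libraries) and of plants cooled in steps of 5 °C, with 3 days per step, and then kept at 3 °C for 7 days (the LT group, 3 libraries). The paper gives 3 replicates per treatment group, and neither its text nor the labels say whether the replicates came from separate plants, so every p-value measures the spread between these samples. The authors assembled the reads without a reference genome, with Trinity, and the deposited table holds for each unigene its TPM (a length-corrected share of the library's transcripts) from Salmon in each library, its length and its annotations. TPM divides the reads of a unigene by its length and scales each library to a fixed total, so the sums of 987123 to 990268 per library say nothing of the sequencing depth, which is unknown here. Of the 64848 unigenes, 4.33% to 8.33% were listed at 0 in an LT library and 5.32% to 8.05% in an NT library. The 10 most abundant unigenes took 9.22% to 11.8% of the TPM in LT and 14.3% to 18.7% in NT. On the log2 scale, Pearson's r between libraries was 0.915 to 0.927 within LT, 0.892 to 0.906 within NT and 0.656 to 0.709 between the groups. LT was compared with NT by limma with its mean-variance trend, on log2 of TPM plus 0.5 without further normalization, over the 59668 unigenes with a TPM of at least 1 in at least 3 libraries. The pseudocount makes the fold changes of unigenes with low TPM smaller than the ratios of their means. A unigene is said to have risen or fallen in LT where its Benjamini-Hochberg adjusted p was below 0.05. It is called a DEG where it met the thresholds that the paper states, an unadjusted p below 0.05 and a log2 fold change above 1 or below −1. The lists of genes, the thresholds, the test and the alternatives were set before the data were examined, apart from those said to have been chosen later. Values are means ± SD with n = 3 libraries per group. Gene names are the best matches in other species that the authors' annotation gives, and unigenes of 1 gene family can share reads, so the split of TPM between such copies is uncertain. Counts of the genes or proteins of a list are counts of unigenes, so the same gene can be counted several times.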

After filtering and assembling the original data, a total of 64 848 genes were obtained, with a GC content of 42.91%. The shortest gene sequence was 201 bp and the longest was 13 478 bp, with an average length of 372 bp and an N50 length of 1264 bp, indicating that the sequencing quality was satisfactory. 

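By the lengths given for each unigene, the median was 372 bp and the mean 717 bp, and 60.8% of the unigenes were shorter than 500 bp. The 64848 unigenes stood for 162626 isoforms. N50 is the median of the unigene lengths when each is weighted by its bases. Short unigenes can be parts of a transcript, so 1 gene can appear as several unigenes, which was not tested here.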

Requirements can be used for subsequent analysis. 

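For 36134 unigenes (55.7%) no match in NR or SwissProt was given. These unigenes held 24.5% to 29.0% of the TPM in the LT libraries and 30.7% to 33.4% in the NT libraries. A gene symbol was given for 17159 unigenes (26.5%). Of the unigenes with a KEGG annotation, 8859 named at least 1 of 141 pathways and 9065 named none. The GO annotations covered 7280 terms, and 25630 unigenes (39.5%) carried an EggNOG entry.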

The 64 848 genes obtained included 22 210 GO annotations (34.25%), 17 924 KEGG annotations (27.64%), 19 634 Pfam annotations (30.28%), 18 237 SwissProt annotations (28.12%), 26 067 EggNOG annotations (40.20%) and 28 479 NR annotations (43.92%). A total of 12 059 DEGs were obtained, of which 6737 genes were up-regulated and 5322 genes were down-regulated. 

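The largest rise was that of a polyubiquitin unigene (UBI11, DN25261_c0_g7), at 389 ± 95.3 TPM in LT and 0.0933 ± 0.162 TPM in NT, although polyubiquitin copies are near-identical and share reads. A unigene for alcohol dehydrogenase, an enzyme of fermentation (ADH1, DN28144_c1_g4), rose from 0.647 ± 0.936 to 152 ± 28.3 TPM, and 1 annotated as the receptor-like kinase FLS2 (DN36267_c2_g1) from 1.92 ± 0.803 to 317 ± 25.5 TPM. The transcription factor ERF003 (DN24527_c0_g2) rose from 0.110 ± 0.113 to 74.7 ± 6.65 TPM, and the gibberellin-regulated GASA1 (DN32435_c0_g2) from 4.99 ± 4.16 to 503 ± 77.5 TPM. Among the falls, the transcription factor NAC48 (DN30946_c0_g2) went from 322 ± 80.9 to 5.11 ± 1.65 TPM and a thaumatin-like defense protein (tlp, DN25720_c0_g9) from 286 ± 176 to 4.59 ± 3.75 TPM. A subunit of the V-type proton ATPase (DN31726_c0_g6) was listed at 0 in every LT library and at 35.6, 40.5 and 53.5 TPM in NT. The enzyme S-adenosylmethionine synthase (SAMS, DN30478_c0_g2), among the most abundant transcripts of LT, rose from 632 ± 143 to 3588 ± 860 TPM. Over the 59668 unigenes tested, 24344 (40.8%) passed the adjusted p from limma, 14139 of them higher and 10205 lower in LT. After median-of-ratios scaling, 13051 were higher and 11394 lower. At the thresholds stated in the paper, but with limma on log2 TPM in place of its edgeR, there were 21942 DEGs, 12376 higher and 9566 lower. Of these, 19535 also passed the adjusted p. The groups did not overlap for 31305 unigenes (52.5%), where chance gives 10%. Requiring a TPM of at least 5 in 3 libraries left 6115 DEGs (4191 higher and 1924 lower) and 10754 unigenes past the adjusted p. Leaving out 1 library was first done with the filter applied again to the 5 left, which removes unigenes seen only in the group left with 2 libraries and moves the balance against that group. Without LT replicate 1, 2 or 3 it gave 6638, 6009 and 6010 unigenes that rose against 8583, 6873 and 6693 that fell, and 6309, 6361 and 6563 higher DEGs against 9875, 8532 and 8631 lower. Without NT replicate 1, 2 or 3 it gave 13017, 11672 and 12612 that rose against 4042, 4914 and 4127 that fell, and 12542, 11325 and 12476 higher DEGs against 4067, 5610 and 4339 lower. Only after these counts had been seen was each library left out over the same 59668 unigenes, which gave 11250 to 13374 that rose, 7544 to 9354 that fell, 11451 to 12720 higher DEGs and 8471 to 10241 lower.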

The results are shown in Table 2.

**Table 2:** Transcriptome numbers.

Index	All	GC%	Min length	Median length	Max length	Total assembled bases	N50
Transcript	162626	43.50	201	639.00	13478	151507228	1465
Gene	64848	42.91	201	372.00	13478	46504372	1264
DB	All	GO	KEGG	Pfam	swissprot	eggNOG	NR
Num	64848	22210	17924	19634	18237	26067	28479
Ratio (%)	100%	34.25	27.64	30.28	28.12	40.20	43.92
All DEGs	12059	Up DEGs	6737	Down DEGs	5322		

#### Verification of DEGs by qRT PCR

In order to verify the reliability and reproducibility of RNA-Seq, 14 DEGs from *H*. *ventricosa* were randomly selected for qRT PCR to analyze their expression under low-temperature stress (Fig 1). These genes included functional proteins and transporters, protective enzymes and transcription factors. The expression of 13 diferential genes was consistent with that of RNASeq, with the exception of DN27133 c0 g2, which indicated that the sequencing results were reliable. 

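In the libraries, 8 of the 14 genes of Table 1 rose in LT and 6 fell, and 12 of them were DEGs. THT2 (DN24297_c3_g2), an acyltransferase that makes phenolic amides, rose from 2.21 ± 0.807 TPM in NT to 52.1 ± 11.8 TPM in LT (log2 fold change 4.30, adjusted p = 2.649e-05 from limma). The calcium-dependent protein kinase CPK28 had 2 unigenes, which rose by log2 fold changes of 1.58 (DN34853_c1_g2, 8.42 ± 1.94 to 25.9 ± 3.18 TPM) and 1.26 (DN32930_c0_g1, 26.8 ± 2.09 to 65.0 ± 7.61 TPM). COR2 (DN31874_c1_g3), annotated as a non-functional codeinone reductase, fell from 12.0 ± 5.50 to 0.800 ± 0.267 TPM (log2 fold change −3.21, adjusted p = 3.823e-04). The 2 genes that were not DEGs were CYP84A1 (DN27133_c0_g2), with a log2 fold change of −0.89, and a CPK17 unigene (DN35129_c1_g2), with −0.78. The call of CYP84A1 was lost without LT replicate 1 (−0.90), LT replicate 3 (−0.74), NT replicate 1 (−0.88) or NT replicate 3 (−0.63) and with limma's trend off. The call of the CPK17 unigene was lost without LT replicate 2 (−0.75), LT replicate 3 (−0.69), NT replicate 2 (−0.69) or NT replicate 3 (−0.79). The qRT PCR values themselves were not analysed here. From the comparison of both methods over these genes, the paper concludes that the sequencing results were reliable.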

The difference between LT and NT is shown in Fig 1 (** represents P<0.01).

**Fig 1:**
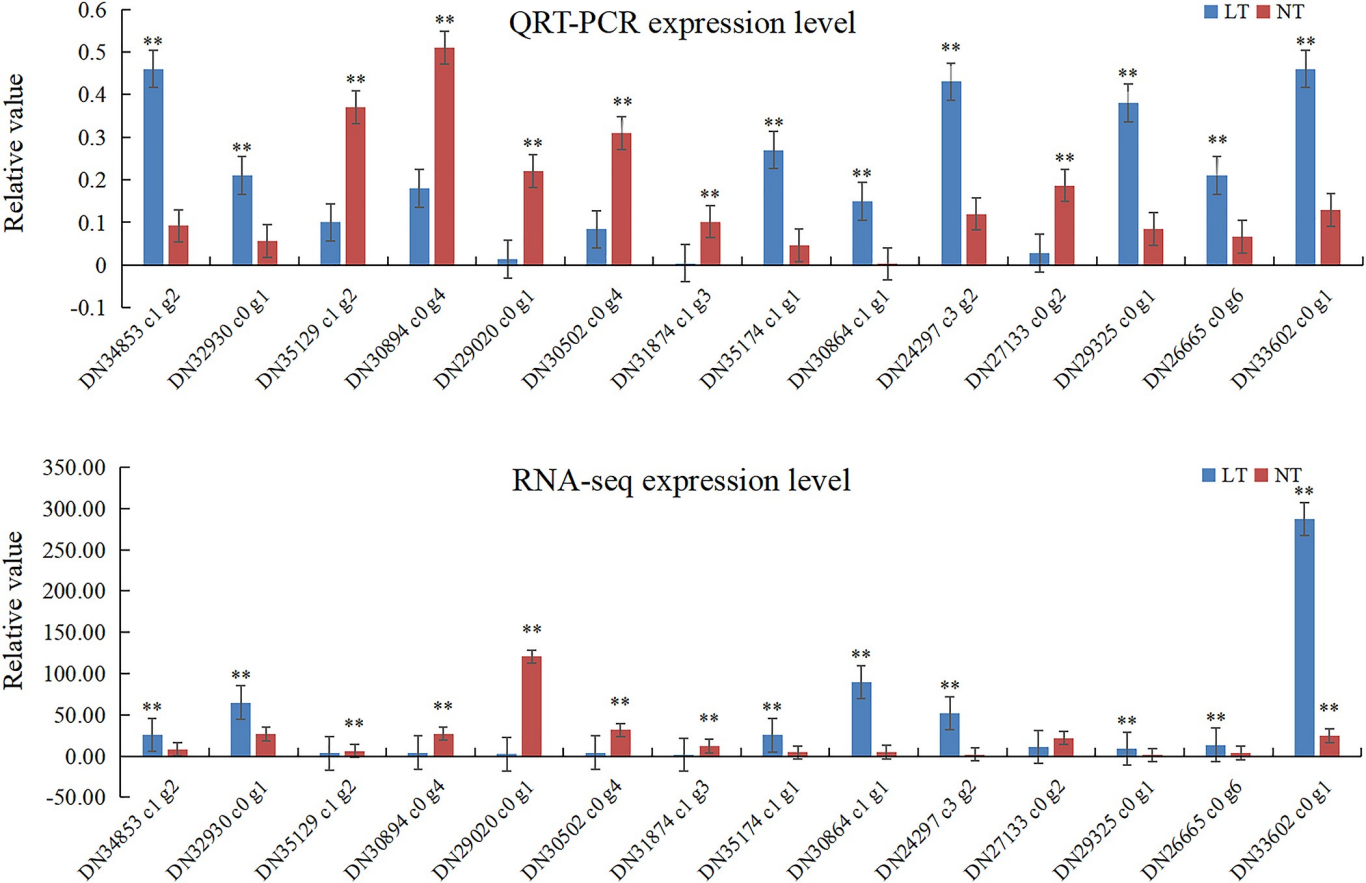
The 14 differentially expressed genes that were verified by qRT PCR.

#### GO and KEGG enrichment analysis of DEGs

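A GO term was given for 21325 of the unigenes tested, and 6255 of them were DEGs, 4264 higher and 1991 lower in LT. Protein phosphorylation was among the terms with the smallest p, with 314 unigenes that rose and 92 that fell, and so was the extracellular region, with 278 that rose and 137 that fell.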

GO analysis was used to classify 3215 differential gene functions (Fig 2A), 54.57% of which were annotated to "biological process", 12.18% to "cellular component" and 33.25% to "molecular function". The differences between genes annotated in GO and KEGG were analyzed for significance. Fig 2B and 2C show the results for the top 20 *P*-values only. 

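More protein kinases and defense genes rose than fell in LT. Of the unigenes annotated with protein serine/threonine kinase activity, 322 rose and 89 fell, and of those annotated with defense response 201 rose and 66 fell. For the plasma membrane 1105 rose and 418 fell, and for DNA-binding transcription factor activity 338 rose and 226 fell. Among transcription factors, the ethylene-responsive factor ERF110 had 2 unigenes that rose, DN26024_c1_g2 from 10.7 ± 2.19 to 432 ± 84.4 TPM and DN29698_c0_g1 from 75.2 ± 6.67 to 256 ± 52.3 TPM, whereas ERF4 (DN24686_c0_g1) fell from 309 ± 52.7 to 46.5 ± 10.8 TPM. WRKY30 (DN32517_c1_g1), of a family of defense regulators, fell from 118 ± 33.4 to 44.0 ± 6.87 TPM. Of 88 ethylene-responsive factors tested, 37 rose, 22 fell and 29 did not pass (40 and 25 adjusted over the list alone), and of 90 WRKY factors 30 rose, 22 fell and 38 did not pass (31 and 23 adjusted over the list alone). Enrichment was tested by the exact hypergeometric test on the DEGs, against all tested unigenes with a GO term. By this test 116 of 2579 terms passed an adjusted p of 0.05. DEGs were 337 of the 730 unigenes of the kinase term (46.2%, 1.57-fold the overall share, adjusted p = 2.825e-19), 1063 of 2886 for the plasma membrane (36.8%, adjusted p = 6.976e-18), 221 of 479 for defense response (46.1%, adjusted p = 1.530e-12) and 438 of 1098 for the transcription factor term (39.9%, adjusted p = 4.359e-12). Unigenes of 1 gene carry the same terms, so they are not independent units in this test.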

There were 300 distinct GO classification enrichment sub-items in *H*. *ventricosa*, which were mainly associated with the plasma membrane, defense response, transcription, and protein serine or threonine kinase activity. 

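In the pathway of plant-pathogen interaction, which holds receptors and calcium sensors of immunity, 175 unigenes rose and 91 fell in LT, and in plant hormone signal transduction 165 rose and 74 fell. The calcium-binding protein CML18 went both ways, with 1 unigene (DN25628_c0_g1) that rose from 220 ± 81.3 to 560.4 ± 76.4 TPM and 1 (DN23540_c0_g1) that fell from 1070 ± 146 to 568 ± 80.4 TPM. A pathogenesis-related protein (PRB1-like, DN30421_c0_g3) fell from 613 ± 328 to 77.4 ± 9.32 TPM. Another, PR2 (DN27209_c0_g3), rose from 934 ± 495 to 1856 ± 70.7 TPM (log2 fold change 1.13, adjusted p = 0.0393 from limma). Of the auxin response genes, the repressor IAA1 (DN33902_c0_g4) rose from 153 ± 10.2 to 229 ± 3.05 TPM and SAUR32 (DN27104_c0_g8) from 33.1 ± 11.2 to 81.8 ± 13.8 TPM. Of 279 tested genes of defense against pathogens, 122 rose, 37 fell and 120 did not pass (130 and 46 adjusted over the list alone), and of 93 auxin response genes 33 rose, 12 fell and 48 did not pass (33 and 14 adjusted over the list alone). The defense genes rose more than the other tested unigenes by limma's camera (adjusted p = 0.0052648 with a preset correlation of 0.01, adjusted p = 0.734 with an estimated correlation), and the auxin genes did not pass it (adjusted p = 0.234). Of the 59668 unigenes that camera used, only 27509 carried a description. DEGs with a GO term leaned upward more (4264 higher and 1991 lower) than all DEGs (12376 and 9566). Camera here cannot tell the lean of a list from that of annotated unigenes. The TPM summed over the defense genes was lower in LT, at 13871 ± 900 against 18664 ± 4967 in NT, a difference that was not tested. The most abundant annotated unigene of NT, the defense gene PR1 (DN29447_c0_g1), differed by more than this sum did. PR1 stood at 4062 ± 747 TPM in LT and 10195 ± 4024 TPM in NT. It did not pass (log2 fold change −1.26, adjusted p = 0.0532 from limma). By the exact hypergeometric test, 22 of 130 KEGG pathways were enriched in DEGs. DEGs made up 210 of the 454 unigenes of plant-pathogen interaction (46.3%, adjusted p = 1.325e-15) and 188 of the 435 of plant hormone signal transduction (43.2%, adjusted p = 1.388e-10). In the first 143 DEGs were higher and 67 lower in LT, and in the second 133 and 55. Of all 2395 DEGs with a KEGG pathway 1575 were higher and 820 lower, so such a lean is not particular to these pathways. For the hormone pathway the fallen DEGs alone were not enriched (adjusted p = 0.164).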

A total of 28 distinct KEGG-associated pathways were obtained from *H*. *ventricosa* root tissue, which were mainly associated with plant–pathogen interactions, the MAPK signal transduction pathway, plant hormone signal transduction, phenylpropanoid biosynthesis and flavonoid biosynthesis.

**Fig 2:**
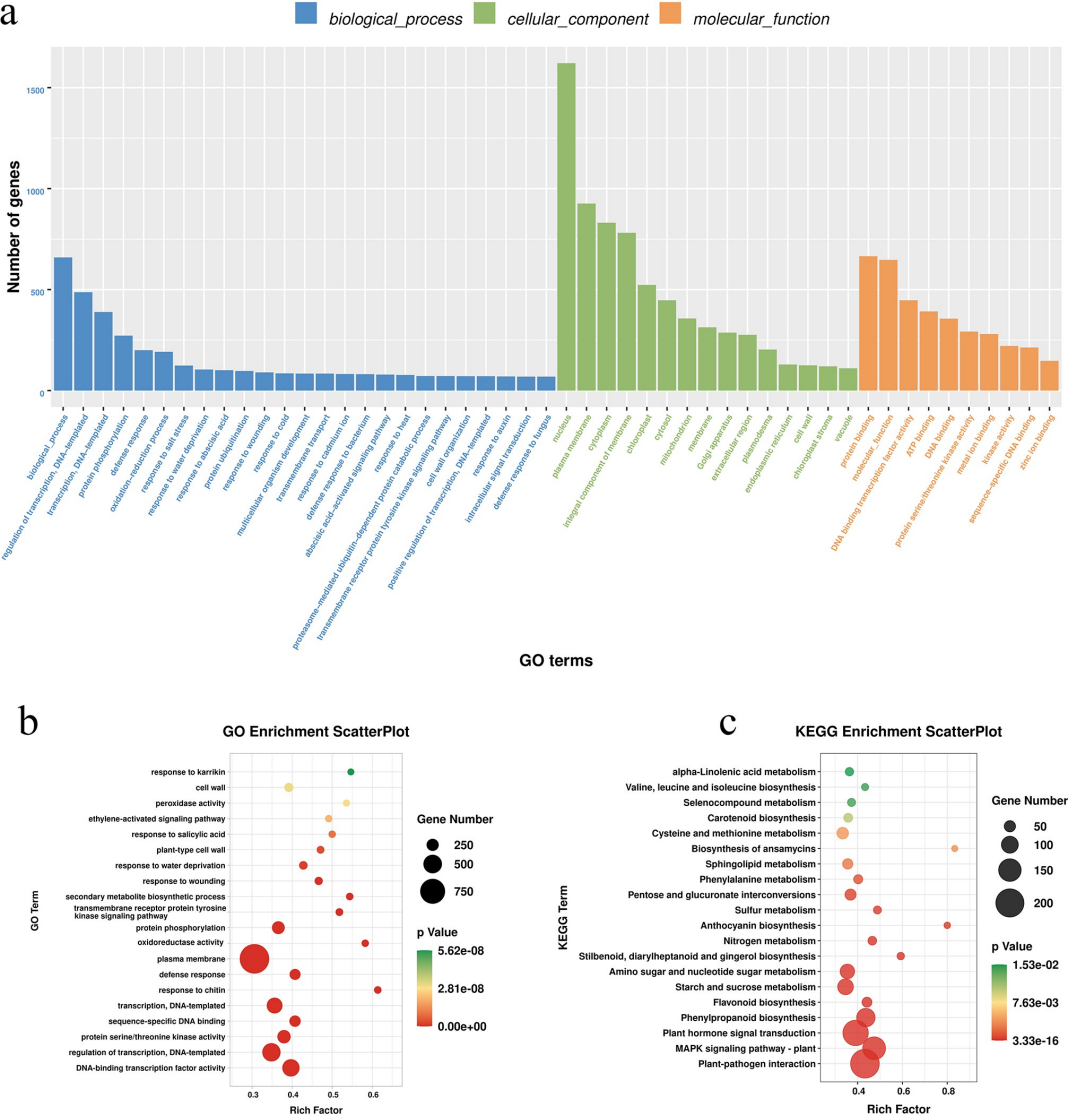
GO and KEGG enrichment analysis of differentially expressed genes. a. Differential gene composition structure based on GO. b. Differential gene GO enrichment items. c. Differential gene KEGG enrichment items.

### Metabolomics analysis

#### Differential metabolite analysis

A total of 555 metabolites were detected in the root system. These metabolites were divided into 32 categories, including phenolic acids (101 metabolites), amino acids and derivatives (74 metabolites), nucleotides and derivatives (40 metabolites), and organic acids (40 metabolites) (see Fig 3A for details). Comparing the fold changes in the quantitative data for metabolites in the LT and NT groups, 131 of the 555 metabolites showed significant differences, including genistein-7-O-glucoside (Genistin) and formononetin 7-O-glycoside. Comparing LT and NT, a total of 77 up-regulated metabolites, such as persicoside, as well as 54 down-regulated metabolites, such as 2-(7-dihydroxyl)-benzofuranyl-ferulic acid, feruloyltartaric acid (Fertaric acid) and LysoPC 22: 5, showed significant changes. The results of the metabolite analysis are presented in Fig 3B.

**Fig 3:**
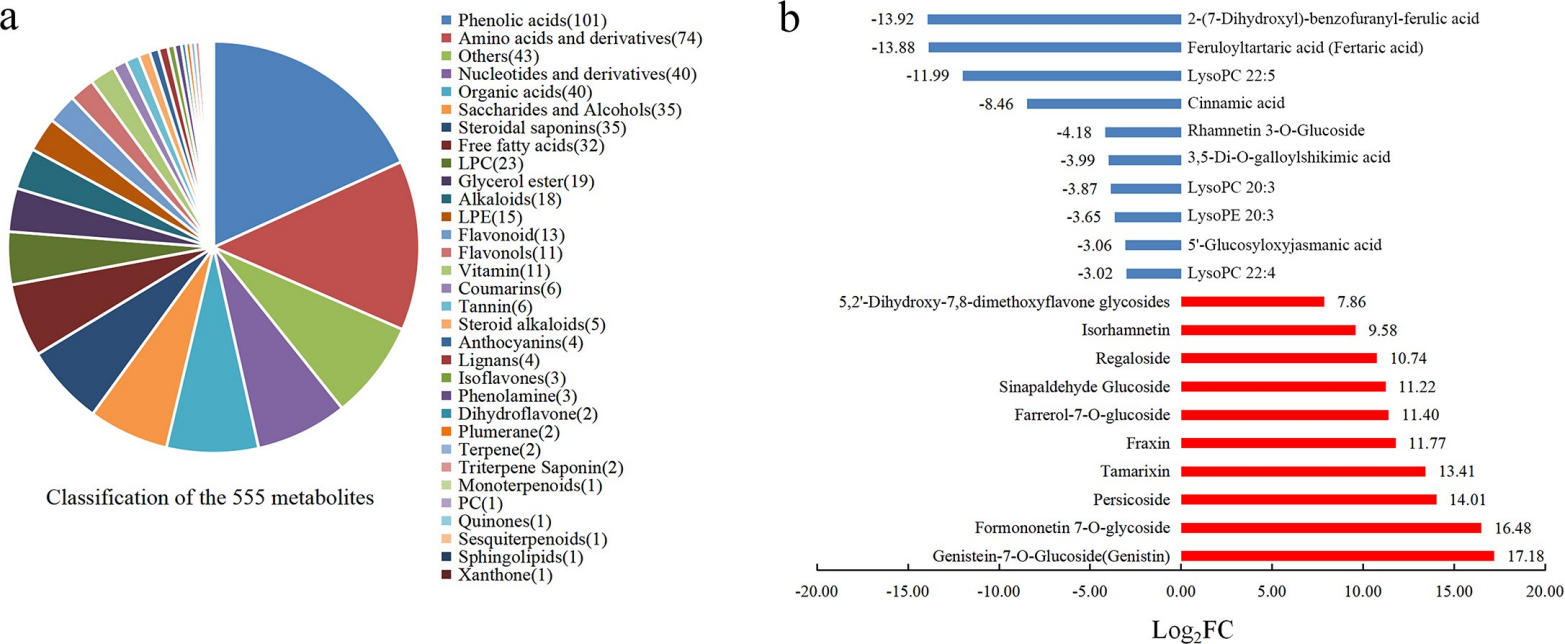
Metabolite analysis. a. Classification of metabolites. b. Significantly different metabolites (only the top 20 *P*-values are shown; blue bars denote down-regulated expression, and red bars denote up-regulated expression).

#### Functional annotation and enrichment analysis of differential metabolite KEGG

The significantly different metabolites were enriched according to the type of KEGG pathway. The *P*-value and Rich factor were used as the screening conditions, and the top 20 metabolites with significant differences and higher enrichment coefficients were plotted. The results are shown in Fig 4. Isoflavonoid biosynthesis had a high enrichment coefficient, significant difference and number of differences. Although phenylpropanoid biosynthesis had a low enrichment coefficient, the difference was significant. This indicates that the metabolic pathways of isoflavonoid biosynthesis and phenylpropanoid biosynthesis play an important role in the low-temperature resistance of the *H*. *ventricosa*.

**Fig 4:**
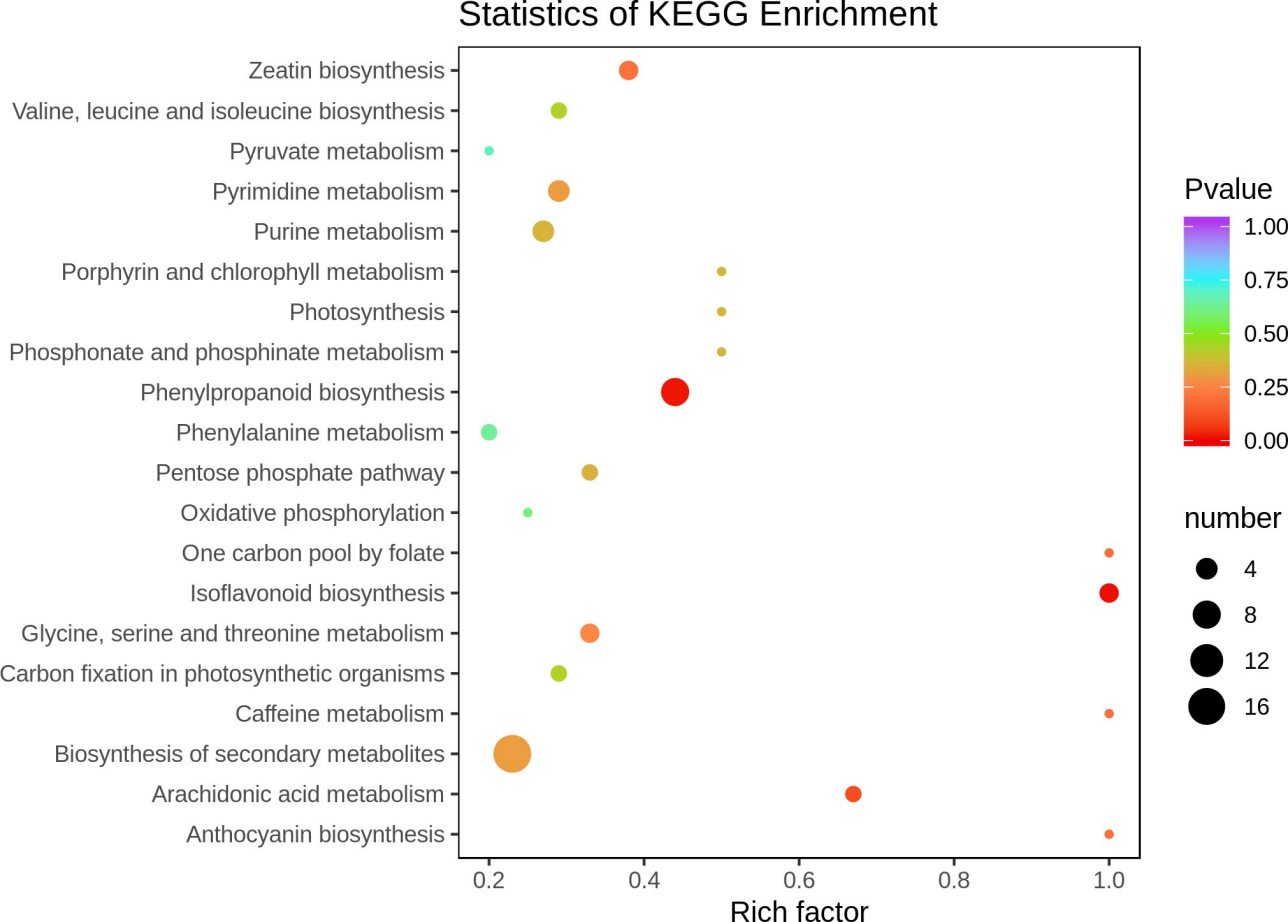
Data for enrichment of significantly different metabolites (only the top 20 pathways are shown).

### Correlation analysis between transcriptomes and metabolomes

Use a correlation absolute value of >0.9 and *p*-value of <0.01 as the screening conditions to draw a heat map (Fig 5), the horizontal axis represents metabolites, the vertical axis represents genes, red represents positive correlation between genes and metabolites, and blue represents genes and metabolism. As can be seen, there is a negative correlation between objects. The darker the color, the stronger the correlation. A single asterisk (*)in the figure represents a *p*-value <0.05 and a double asterisk (**) a *p*-value <0.01. For example, scopoline has a strong correlation with TRINITY_DN32375_C0_G7, TRINITY_DN25760_C2_g3 and the difference is extremely significant. 

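The unigene DN32375_c0_g7 is annotated as UPTG2, a UDP-arabinose mutase that acts on cell wall sugars, and it fell from 28.8 ± 13.7 TPM in NT to 4.55 ± 0.270 TPM in LT (log2 fold change −2.44, adjusted p = 5.766e-04 from limma). DN25760_c2_g3 is annotated as ogdh, the 2-oxoglutarate dehydrogenase of the citric acid cycle, and it fell from 1.80 ± 0.627 to 0.347 ± 0.0603 TPM (log2 fold change −1.41, adjusted p = 0.0110), a call that was lost without LT replicate 1 (−1.41), LT replicate 2 (−1.46) or LT replicate 3 (−1.36) when the filter was applied again. The metabolite values were not used here, so the correlations were not recomputed.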

The correlation between the remaining differential metabolites and the differential gene is shown in Fig 5.

**Fig 5:**
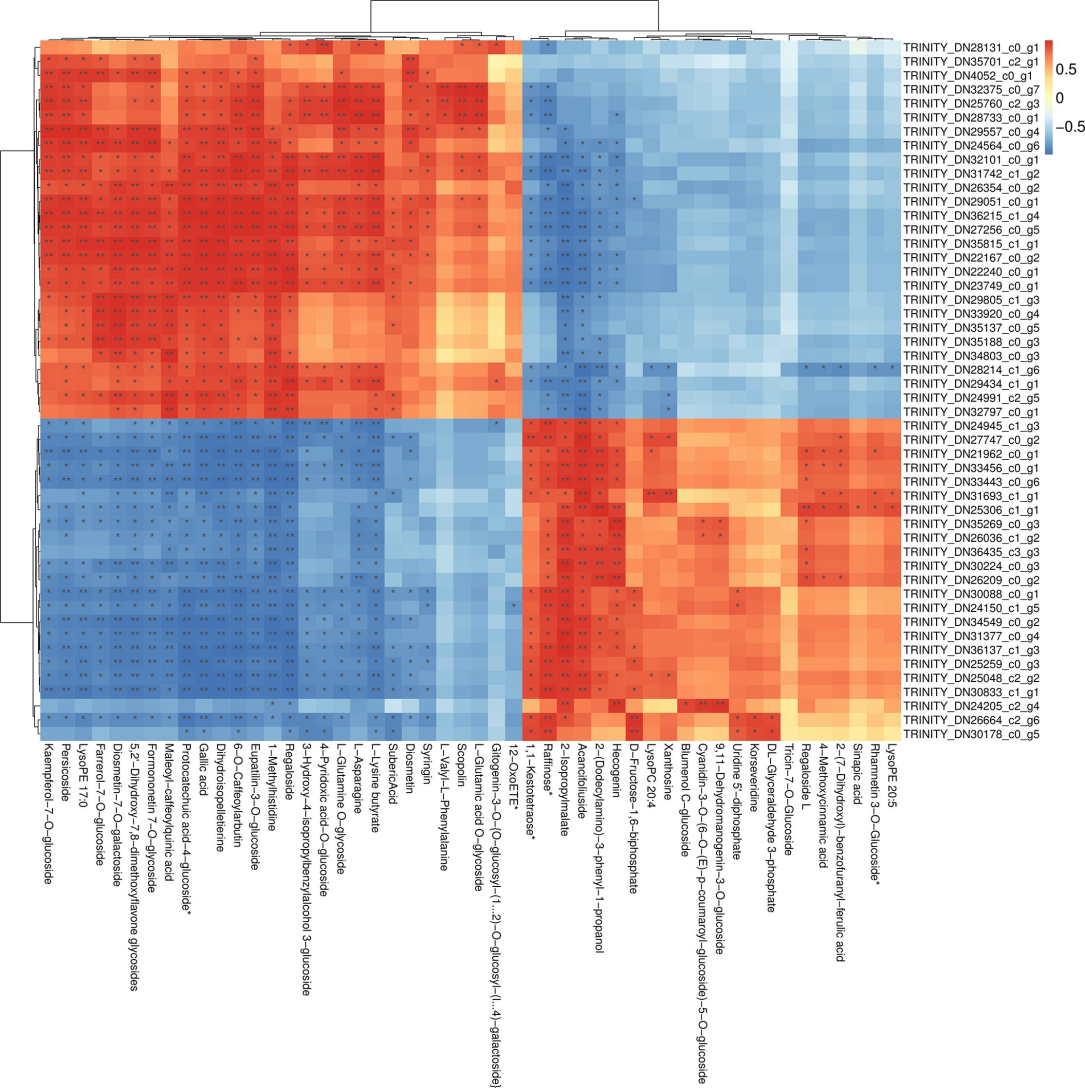
Correlation heat map analysis of transcriptome and metabolome.

## Result and discussion

The introduction and domestication of ornamental plant species is mainly affected by climate, especially in seasonally frozen regions at mid and high latitudes. The long cold winters in Northeast China severely restrict the range of ornamental plants that can be introduced. Many fine ornamental plants have failed to domesticate owing to climate inadaptability. *Hosta ventricosa* is widely used for planting under forest in Jilin Province because of its excellent low-temperature tolerance. To date, studies on low-temperature resistance in *Hosta* species have been limited to the exogenous application of AFPs to protect *H*. *capitata* from cold stress [13], and the majority of the research on low-temperature resistance has focused on rice [19], cabbage [8] and other annual crops or model plants. Therefore, the investigation of low-temperature resistance in *H*. *ventricosa* may not only identify the mechanism of such resistance in this species, but also form the basis for the development of new varieties of *Hosta* that can tolerate low temperatures. Transcriptomic and metabolomic technologies are often used to identify regulatory mechanisms, to explore the growth, development, and physiological and pathological response mechanisms of organisms, and by combining transcriptomics and metabolomics through the KEGG metabolic pathway to identify genes and metabolites involved in the same biological process. Significant changes in genes and metabolites are a very effective method.

### Transmission of low-temperature signals in *H*. *ventricosa*

The cold response and cold defense mechanisms of plants are highly complex, involving multiple synergistic signal transduction and metabolic pathways, such as ROS protection, Ca^2+^ signal transduction, and changes in cell membrane structure and components [7]. In the present study, a total of 12 059 DEGs were obtained, of which 3188 DEGs were annotated to 131 KEGG pathways, and these differential genes were mainly concentrated in plant–pathogen interactions and signal transduction (MAPK signaling pathways). 

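Starch and sucrose, nitrogen and cyanoamino acid metabolism were also among the pathways enriched in DEGs. In nitrogen metabolism 29 DEGs were higher in LT and 1 was lower, of 52 unigenes tested (adjusted p = 1.414e-04 from the exact hypergeometric test). Starch and sucrose metabolism had 103 DEGs of 249 unigenes (adjusted p = 8.820e-05) and cyanoamino acid metabolism 41 of 74 (adjusted p = 1.938e-05). Among these genes the invertase CIN4 (DN33843_c0_g1), which splits sucrose in the cell wall, fell from 398 ± 106 to 9.54 ± 4.11 TPM while another CIN4 unigene (DN35375_c1_g1) rose from 57.3 ± 10.1 to 132 ± 13.4 TPM, and a sucrose synthase (DN36330_c1_g1) fell from 506 ± 16.4 to 299.6 ± 22.7 TPM. Of 59 tested genes that make or break down starch, sucrose and fructan, 21 rose, 19 fell and 19 did not pass (22 and 20 adjusted over the list alone). A pathway was named for 8494 of the unigenes tested, 2395 of which were DEGs, and 132 pathways held at least 1 DEG.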

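Plant-pathogen interaction, the MAPK signaling pathway, plant hormone signal transduction and phenylpropanoid biosynthesis together held 573 of the DEGs with a KEGG pathway (23.9%), each unigene counted once.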

The DEGs in the four pathways of plant hormone signal transduction and phenylpropanoid biosynthesis accounted for 20.36% of the DEGs that had been annotated on KEGG. Plants perceive cold stimuli through changes in the plasma membrane. Low temperature affects the composition and structure of the cell membrane, triggering the process whereby Ca^2+^ enters the cell via ion channels on the cell membrane, and activating the cell’s defense or immune response through Ca^2+^ signaling.

In this study, it was found that at least three channel proteins—namely, COLD, CNGCs and CRLK—interact with Ca^2+^ to transmit cold signals across the root cell membrane in *H*. *ventricosa*. COLD1 is a cold-sensing signal sensor found in rice. It can recognize changes in cell membranes to sense cold signals, and activate Ca^2+^ channels through the action of the G protein α subunit. Rice (*Oryza sativa*) that lacks *COLD1* is more sensitive to cold. Furthermore, overexpression significantly improves the cold tolerance of rice [20]. 

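COLD1, a regulator of G-protein signaling that rice uses to sense cold, was the annotation of 1 unigene (DN33110_c0_g1). It stood at 13.4 ± 2.63 TPM in LT and 16.7 ± 1.85 TPM in NT, a log2 fold change of −0.32 with a standard error of 0.174 that did not pass the test (adjusted p = 0.179 from limma).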

There is only one gene annotated as *COLD1* in *H*. *ventricosa*, and its expression is significantly up-regulated under cold stress. It is speculated that in this species *COLD1* may have a similar function to *OsCOLD1*, and may play an important role in sensing low temperature during periods of low-temperature stress. CNGCs are another type of non-selective cation channel located on the cell membrane, and have been shown to be related to a variety of external stimuli and to influence plant immune activities. *OsCNGC6* and *OsCNGC16* in rice can be significantly induced at low temperatures [21]. There is also significant differential expression of different types of CNGCs in the root system of *H*. *ventricosa*. This includes the up-regulated expression of *CNGC4*, *CNGC5*, *CNGC20* and *CNGC2*, and the down-regulated expression of *CNGC15C*. These CNGCs may participate in the cold mediation process. However, a study of CNGCs in mustard found that they are also responsible for the regulation of salt, heavy metals, germs, and growth processes [22], so the role of CNGCs in the regulatory mechanism of *H*. *ventricosa* may be more complex. 

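CNGC4 (DN30894_c0_g4) fell from 27.4 ± 3.97 TPM in NT to 4.11 ± 0.715 TPM in LT (log2 fold change −2.60, standard error 0.179, adjusted p = 5.081e-05 from limma). A CNGC5 unigene (DN26827_c0_g1) fell from 6.40 ± 0.596 to 1.65 ± 0.233 TPM and a CNGC2 unigene (DN31493_c0_g2) from 2.01 ± 0.445 to 0.320 ± 0.0900 TPM, the latter call lost without LT replicate 3 (−1.52) when the filter was applied again. The channel CNGC15C (DN23731_c1_g5) rose from 0.0700 ± 0.0693 to 2.57 ± 0.682 TPM (log2 fold change 2.41, standard error 0.328, adjusted p = 9.092e-04). CNGC20 went both ways, with DN32797_c0_g2 up from 37.8 ± 4.57 to 62.4 ± 2.04 TPM and DN35137_c0_g5 down from 14.2 ± 5.00 to 4.31 ± 0.478 TPM, whereas DN35137_c0_g1 did not pass (log2 fold change 0.41) except without NT replicate 1 (0.60). Another CNGC5 unigene (DN33537_c0_g1) did not pass, with a log2 fold change of −0.38, but did after median-of-ratios scaling (−0.47). Another CNGC2 unigene (DN31493_c0_g4) fell by 1.38 on the log2 scale, a call that was lost without LT replicate 1 (−1.22), LT replicate 2 (−1.26), NT replicate 2 (−1.30) or NT replicate 3 (−1.24). Of 18 tested unigenes for COLD1, the CNGC channels and the CRLK kinases, 4 rose, 7 fell and 7 did not pass (4 and 8 adjusted over the list alone). With 1 unigene per annotated protein the balance turned, and of 12 proteins 4 rose, 2 fell and 6 did not pass. As a set the 18 unigenes did not pass limma's camera (adjusted p = 0.234).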

CRLK1 has two calmodulin-binding sites with different affinities, which can sense cold and hydrogen peroxide. In *A*. *thaliana*, CRLK1 knockout mutant plants exhibit significant low-temperature sensitivity [23]. In *H*. *ventricosa*, two genes have been identified—namely, *CRLK1* and *CRLK2*—both of which are up-regulated. This finding is consistent with the results reported for *OsCRLK1* in rice [24].

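CRLK1 (DN32510_c0_g1) and CRLK2 (DN30426_c0_g1), receptor-like kinases that calcium and calmodulin activate, each had 1 unigene. CRLK1 rose from 5.31 ± 1.07 TPM in NT to 18.3 ± 2.41 TPM in LT (log2 fold change 1.70, standard error 0.193, adjusted p = 4.079e-04 from limma). CRLK2 rose from 9.30 ± 0.0945 to 55.2 ± 6.55 TPM (log2 fold change 2.50, standard error 0.124, adjusted p = 1.333e-05).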

Although there are multiple low-temperature-related ion channels or sensors on the cell membrane of *Hosta*, they all interact with Ca^2+^ to transmit low-temperature signals. In many studies pointed out that the MAPK signaling pathway is one of the important signal mechanism in plants, this pathway can be activated by a variety of signals, such as hydrogen peroxide, abscisic acid (ABA), ethylene, low temperature or salt, and then through gradual protein phosphorylation, it triggers the changes of transcription factor, phospholipase and other proteins’ activity, or phosphorylation of specific targets in response to environmental stimuli [25,26]. Studies have shown that MAPK is involved in the conduction of signals related to external stimuli such as non-essential heavy metals [27], drought [28], low temperature [29] and pathogenic injury [30]. 

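In the MAPK signaling pathway of plants, 132 unigenes rose and 65 fell in LT. DEGs made up 163 of its 315 tested unigenes (51.7%, 1.84-fold the overall share, adjusted p = 1.558e-17 from the exact hypergeometric test), 114 of them higher and 49 lower. Over all DEGs with a KEGG pathway 1575 were higher and 820 lower, so this lean is not particular to the pathway. Within the kinase cascade itself, the kinase MAPKKK5 (DN35565_c1_g1) rose from 45.4 ± 4.33 to 72.4 ± 4.50 TPM. Of 53 tested MAP kinases, MAP kinase kinases and MAP kinase kinase kinases, 17 rose, 8 fell and 28 did not pass (17 and 8 adjusted over the list alone), and the set did not pass limma's camera (adjusted p = 0.199 with the preset correlation, adjusted p = 0.734 with an estimated correlation) but passed it with the preset correlation, upward, without LT replicate 1 (0.0148), LT replicate 2 (0.0255) or LT replicate 3 (0.0224) when the filter was applied again.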

A large number of DEGs have been identified in the MAPK pathway in *H*. *ventricosa*. Ca^2+^ signaling positively regulates the MAPK-mediated plant response to cold stress through CPKs. 

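CPK17 was the annotation of 4 unigenes. The most abundant in LT (DN36025_c0_g1) rose from 23.7 ± 3.48 TPM in NT to 86.1 ± 7.28 TPM in LT (log2 fold change 1.85, standard error 0.137, adjusted p = 6.917e-05 from limma). DN26933_c0_g2 fell from 19.5 ± 1.57 to 12.6 ± 0.929 TPM, and DN26933_c0_g3 did not pass, at 22.8 ± 3.19 TPM in LT and 29.1 ± 4.99 TPM in NT, except after median-of-ratios scaling (log2 fold change −0.43). The last, DN35129_c1_g2 of Table 1, was at 3.55 ± 0.574 TPM in LT and 6.44 ± 0.853 TPM in NT. Among other calcium-dependent protein kinases, CPK20 (DN35346_c1_g1) rose from 71.9 ± 12.0 to 166 ± 6.38 TPM and CPK4 (DN26429_c0_g1) from 26.8 ± 2.17 to 86.7 ± 13.5 TPM. Of 59 tested unigenes of this family, 33 rose, 8 fell and 18 did not pass (36 and 8 adjusted over the list alone). The family moved more upward than the other tested unigenes, annotated or not, by limma's camera (adjusted p = 8.301e-04 with the preset correlation, adjusted p = 0.678 with an estimated correlation).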

In *H*. *ventricosa*, *CPK17* is up-regulated and expressed, triggering MEKK1-MKK3-MPK4. In the cascade of 6, *MKK3* and *MPK4/6* are up-regulated, but the expression of *MEKK1* remains unchanged. It has also been reported that MEKK1 can be phosphorylated by CRLK1 [31].

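MEKK1 (DN34890_c0_g1) rose from 21.7 ± 2.70 TPM in NT to 34.6 ± 1.68 TPM in LT (log2 fold change 0.67, standard error 0.127, adjusted p = 0.0043212 from limma). MKK3 (DN31386_c0_g1) fell from 16.5 ± 1.05 to 11.8 ± 1.88 TPM (log2 fold change −0.47, standard error 0.154, adjusted p = 0.0396), and this call was lost with limma's trend off and without LT replicate 1 (−0.35), LT replicate 2 (−0.50), NT replicate 1 (−0.44), NT replicate 2 (−0.53) or NT replicate 3 (−0.45), and without LT replicate 3 (−0.57) when the filter was applied again. MKK2 (DN30098_c0_g1), which Fig 6 shows at this step, rose from 12.0 ± 0.505 to 29.2 ± 3.07 TPM. MPK4 had 2 unigenes, of which DN26303_c0_g1 rose from 28.5 ± 2.26 to 58.0 ± 14.2 TPM and DN33277_c1_g1 fell from 67.0 ± 3.50 to 40.6 ± 1.61 TPM. No unigene was annotated as MPK6.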

CBL is a Ca^2+^ signal sensor. It interacts with CIPK to relay cold-triggered Ca^2+^ signals into phosphorylation [32]. In *H*. *ventricosa*, *CBL1* significantly up-regulates the expression, but its associated *CIPK*s expression is consistent. 

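CBL1 (DN32002_c0_g1), a calcium sensor at membranes, stood at 37.8 ± 3.83 TPM in LT and 33.9 ± 1.63 TPM in NT, a log2 fold change of 0.15 that did not pass the test (adjusted p = 0.329 from limma). CIPK12 (DN32436_c0_g1) rose from 33.6 ± 2.55 to 143 ± 1.41 TPM, although 1 of its 3 unigenes (DN32436_c0_g3) fell from 8.42 ± 1.99 to 1.12 ± 0.408 TPM, and CIPK9 (DN33940_c0_g2) rose from 59.9 ± 5.73 to 136 ± 14.1 TPM. CIPK1, a kinase bound by CBL1, had 4 unigenes, of which 2 rose, 1 fell and 1 did not pass. The longest (DN35920_c2_g1) did not pass, at 22.3 ± 4.61 TPM in LT and 19.5 ± 3.65 TPM in NT (log2 fold change 0.19, adjusted p = 0.484). CIPK1 rose in DN21297_c0_g1 by a log2 fold change of 3.44 and in DN33364_c2_g3 from 0.163 ± 0.148 to 27.5 ± 11.4 TPM (log2 fold change 5.33, adjusted p = 5.540e-05). Another CIPK1 unigene (DN21605_c0_g1) fell by 1.06 on the log2 scale, a call that was lost without LT replicate 1 (−0.92), LT replicate 3 (−1.05) or NT replicate 3 (−1.00). CIPK7 had 3 unigenes, of which 2 fell and 1 rose. One that fell (DN30127_c0_g4) went from 12.2 ± 0.998 to 1.04 ± 0.578 TPM. The 1 that rose (DN30127_c0_g10) had a log2 fold change of 0.72, a call lost without LT replicate 2 (0.64) when the filter was applied again. No unigene was annotated as CIPK10. Of the 32 unigenes with a CIPK symbol, 12 rose, 8 fell, 11 did not pass and 1 was not tested. In the list of CBL and CIPK genes, 14 of 37 rose, 8 fell and 15 did not pass, and 14 rose and 8 fell adjusted over the list alone, and the set did not pass limma's camera (adjusted p = 0.445).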

In rice and *Arabidopsis*, *CIPK1* and *CIPK7* are induced by low temperatures. Research on the effect of low temperature on cassava (*Manihot esculenta*) also showed that *CIPK10* is induced by cold stress in the root system. These findings are similar to the *CBL*-*CIPK* effect in *H*. *ventricosa* [33–35]. In addition, studies have shown that both MAPKs and *CBL*-*CIPK* can interact with *ICE1* to bind to *CBF* or *DREB* and trigger plant cold defense responses [36]. *Arabidopsis ICE1* has been confirmed to be a cold-mediating gene, and overexpressed *ICE1* can interact with *CBF3*/*DREB1A* to enhance the freezing resistance in this genus [37]. *Hosta ventricosa SCRM* is an *ICE1*-like transcription factor. In the present study, *SCRM* had the same effect as *ICE1*, and mediated *H*. *ventricosa DREB1A* under conditions of cold stress. However, transcriptome analysis has shown that there are many members of the *DREB* family, including *DREB2A*, *DREB1B*, *DREB2B*, *DREB1D*, *DREB1E* and *DREB1F*, among others. 

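SCRM, named after the protein SCREAM that is also called ICE1, was the annotation of 4 unigenes, and none passed the test. The most abundant in LT (DN28301_c0_g2) stood at 11.2 ± 2.41 TPM in LT and 7.62 ± 0.776 TPM in NT (log2 fold change 0.51, adjusted p = 0.0634 from limma). DN28301_c0_g1 stood at 8.28 ± 2.69 TPM in LT and 10.6 ± 0.746 TPM in NT (log2 fold change −0.39, adjusted p = 0.220). The log2 fold changes of DN23714_c1_g1 and DN23714_c1_g6 were 0.47 (adjusted p = 0.386) and 0.81 (adjusted p = 0.0722), and the latter passed only with limma's trend off. No unigene was annotated as DREB1A.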

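Of the 10 unigenes annotated as these DREB transcription factors, which bind a promoter element of genes that respond to cold and drought, 9 fell in LT and 1 rose. DREB2B (DN29020_c0_g1) fell from 120 ± 8.49 TPM in NT to 2.53 ± 0.437 TPM in LT (log2 fold change −5.33, standard error 0.143, adjusted p = 1.886e-06 from limma), and another DREB2B unigene (DN29020_c0_g2) from 99.8 ± 11.6 to 2.88 ± 0.879 TPM. DREB1F (DN30683_c0_g1) fell from 179 ± 41.0 to 6.49 ± 2.12 TPM (log2 fold change −4.71, standard error 0.258, adjusted p = 2.016e-05). DREB2A (DN30502_c0_g4) fell from 31.7 ± 1.44 to 4.14 ± 1.19 TPM and DREB1B (DN32181_c0_g8) from 38.0 ± 11.2 to 8.83 ± 3.01 TPM. DREB1D fell in both of its unigenes, DN32181_c0_g7 from 34.3 ± 11.5 to 4.67 ± 1.45 TPM and DN32130_c0_g3 from 26.0 ± 10.8 to 9.55 ± 0.410 TPM. DREB1E had 3 unigenes, of which DN32130_c0_g2 fell from 314.5 ± 60.6 to 38.4 ± 11.9 TPM, DN32130_c0_g1 was listed at 0 in every LT library and at 14.0, 12.7 and 19.3 TPM in NT, and DN32130_c0_g4 rose from 46.9 ± 19.1 to 84.9 ± 7.94 TPM (log2 fold change 0.93, adjusted p = 0.0297). The rise of DN32130_c0_g4 was lost with limma's trend off and without LT replicate 1 (0.86), LT replicate 2 (0.95), LT replicate 3 (0.99) or NT replicate 1 (0.99). In the list of DREB factors and their upstream regulators, 8 of 35 unigenes rose, 11 fell and 16 did not pass (9 and 11 adjusted over the list alone), and the set did not pass limma's camera (adjusted p = 0.0771 with the preset correlation, adjusted p = 0.678 with an estimated correlation) but passed it with the preset correlation, downward, with the filter of 5 TPM (adjusted p = 9.929e-04) and without LT replicate 2 (adjusted p = 0.0335). When the filter was applied again it passed with the preset correlation without any 1 library (adjusted p from 0.00471 without LT replicate 2 to 0.0214 without NT replicate 3).

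**Figure D1:**
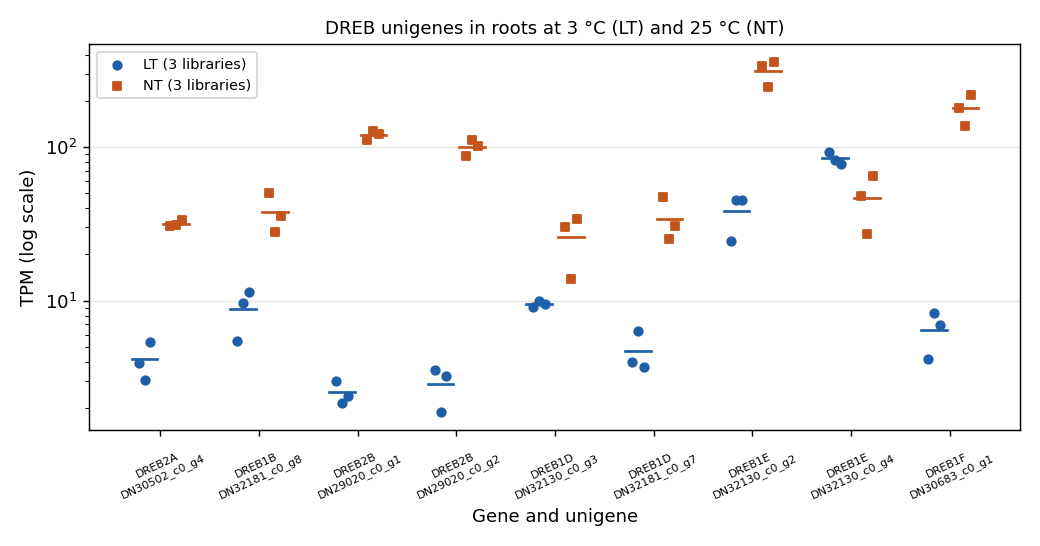
TPM of 9 DREB unigenes per library on a log10 axis, with 3 points for LT and 3 for NT and a line at each group's mean; the unigene of DREB1E listed at 0 in LT is left out. The points of DREB2B, DREB1F and DREB2A lie apart by group, with LT the lower, and those of DREB1E DN32130_c0_g4 lie with LT the higher.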

Although these genes are similar to *DREB1A* and are all down-regulated, and it is unclear whether they are affected by other functions. In addition, there have been many reports that *CAMTA3* is a calmodulin transcription factor, and *Arabidopsis* knockout mutants show higher sensitivity to low temperatures. *CBF1* can also recognize *CAMTA3* [37], but this study did not find *CAMTA3* in *H*. *ventricosa*, which may require more experiments to verify.

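CAMTA3 is written CMTA3 in the SwissProt annotation, which gives it to 10 unigenes, 5 of which rose in LT and none fell. DN36308_c1_g3 rose from 9.54 ± 1.51 TPM in NT to 15.5 ± 0.936 TPM in LT (log2 fold change 0.68, adjusted p = 0.0096847 from limma), and DN11238_c0_g1 from 0.07 to 1.87 TPM. The most abundant, DN36308_c1_g1, stood at 55.5 ± 4.21 TPM in NT and 70.8 ± 5.11 TPM in LT (log2 fold change 0.35, adjusted p = 0.0357). Its rise was lost after median-of-ratios scaling (0.26), with limma's trend off and without LT replicate 1 (0.34), LT replicate 2 (0.30), LT replicate 3 (0.40), NT replicate 1 (0.35) or NT replicate 2 (0.29). The rises of DN22486_c0_g1 (log2 fold change 0.52) and DN16783_c0_g1 (2.01) were lost as well when 1 library was left out, the first without any library but NT replicate 1 (0.41 to 0.61) after median-of-ratios scaling (0.43), with a pseudocount of 0.1 (0.53) and with the trend off, the second without LT replicate 2 (1.80), LT replicate 3 (1.97), NT replicate 1 (1.70) or NT replicate 2 (1.70). The other 5 unigenes did not pass, apart from DN29528_c0_g1, which passed, higher in LT, without LT replicate 1 (0.63).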

In addition, hydrogen peroxide, ethylene, abscisic acid and jasmonic acid are involved in the signaling and defense responses of plants to low temperatures. Combined with the determination of plant hormones, more important information may be obtained.

### Involvement of the phenylpropanoid and flavonoid metabolic pathways in the cold defense response of *H*. *ventricosa*

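In phenylpropanoid biosynthesis, which leads to lignin and coumarins, 101 unigenes rose and 45 fell in LT, and in flavonoid biosynthesis 25 rose and 23 fell. Flavonoid 3'-monooxygenase (CYP75B2, DN34385_c0_g1), which adds a hydroxyl group to flavonoids, fell from 1429 ± 138 TPM in NT to 472 ± 136 TPM in LT, while an isoflavone reductase-like unigene (DN29236_c0_g3) rose from 17.3 ± 1.27 to 134 ± 8.37 TPM, another (DN30723_c0_g2) fell from 30.3 ± 17.0 to 1.09 ± 0.188 TPM, and the anthocyanidin glucosyltransferase GT7 (DN32469_c0_g2) rose from 36.9 ± 5.46 to 83.2 ± 10.9 TPM. Scopoletin glucosyltransferase (TOGT1), which turns scopoletin into scopolin, went both ways. It rose in DN26288_c1_g3 from 166 ± 36.0 to 274 ± 24.5 TPM and in DN28346_c0_g3 from 0.220 ± 0.0608 to 8.36 ± 1.32 TPM, and fell in DN30719_c1_g3 from 7.06 ± 2.14 to 3.19 ± 0.395 TPM, a fall that was lost without LT replicate 2 (−0.90), NT replicate 1 (−0.83) or NT replicate 3 (−0.91), and without LT replicate 3 (−1.05) when the filter was applied again. Of 44 tested genes of flavonoid and isoflavonoid synthesis, 13 rose, 19 fell and 12 did not pass (13 and 19 adjusted over the list alone), and of 15 genes of coumarin synthesis 5 rose, 3 fell and 7 did not pass (5 and 3 adjusted over the list alone). Neither set passed limma's camera (adjusted p = 0.445 and 0.470). By the exact hypergeometric test, DEGs made up 142 of the 249 tested unigenes of phenylpropanoid biosynthesis (57.0%, 2.02-fold the overall share, adjusted p = 5.244e-20), 98 of them higher and 44 lower in LT. Over all DEGs with a KEGG pathway 1575 were higher and 820 lower, a similar lean. In flavonoid biosynthesis DEGs made up 37 of 79 (46.8%, 1.66-fold, adjusted p = 0.0040124), and neither the risen nor the fallen DEGs alone were enriched there (adjusted p = 0.137 and 0.0847).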

The transcriptomics and metabolomics of *H*. *ventricosa* show that a large number of DEGs and metabolites are enriched in the metabolic pathways of phenylpropanoid and flavonoid biosynthesis. Many studies have shown that the phenylpropanoid biosynthetic pathway is affected by drought, heavy metals, temperature and other abiotic stresses. Its activation leads to the accumulation of a range of phenolic compounds, which include metabolites such as phenolic acid and flavonoids. During these biological processes, multiple genes are involved in the synthesis of metabolites [38]. In the leaves of maize (*Zea mays*), the levels of phenolic compounds and anthocyanins increase as the temperature decreases, and there is an increase in the expression of genes that encode enzymes of the phenylpropanoid pathway, which in turn results in increased activity of cinnamate-4-hydroxylase (C4H) and chalcone synthase (CHS) [39]. When *Fagopyrum tataricum* is subjected to low-temperature treatment, most of the transcripts in the phenylpropanoid biosynthetic pathway are up-regulated, and the levels of anthocyanin and proanthocyanidin increase significantly [40]. In cold-acclimated tobacco (*Nicotiana tabacum*) it has been demonstrated that a number of DEGs and differential metabolites that have a role in signal transduction, carbohydrate metabolism and phenylpropanoid biosynthesis are involved in the low-temperature defense process [41].

Metabolome analysis of *H*. *ventricosa* identified 32 differentially expressed phenolic compounds, including cinnamic acid, the first intermediate in the pathway of phenylpropanoid biosynthesis. In that metabolic pathway, PAL catalyzes the conversion of phenylalanine to trans-cinnamic acid (t-CA), which is the precursor for many active metabolites. However, cinnamic acid has two isomers in plants—namely, cis-cinnamic acid (c-CA) and trans-cinnamic acid (t-CA). Only t-CA enters the phenylpropanoid pathway. c-CA may be an ultraviolet-light-mediated t-CA isomerization product, which has a role in regulation of the dynamic balance of auxin [42]. The UPLC-MS/MS technology that was used in the present study cannot distinguish between isomers, so it is assumed that the cinnamic acid involved in the phenylpropanoid biosynthetic pathway is t-CA.

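The unigenes named PAL or PAL1 to PAL3, for phenylalanine ammonia-lyase, the entry enzyme of the pathway, all rose in LT, 10 of 10. All 11 tested unigenes with the GO term phenylalanine ammonia-lyase activity rose too. DN26665_c0_g7 rose from 1.29 ± 0.297 TPM in NT to 57.6 ± 10.1 TPM in LT (log2 fold change 5.02, standard error 0.198, adjusted p = 5.941e-06 from limma). PAL1 rose in DN35174_c0_g1 from 9.38 ± 4.08 to 54.0 ± 27.2 TPM and in DN35174_c1_g1 from 4.38 ± 1.19 to 25.5 ± 1.54 TPM, and PAL2 (DN26665_c0_g6) from 4.03 ± 1.31 to 13.6 ± 3.29 TPM. PAL3 (DN32104_c0_g5) rose from 3.83 ± 2.42 to 12.2 ± 2.06 TPM (log2 fold change 1.77), a call that was lost without LT replicate 2 (1.77) or LT replicate 3 (1.65), and the rise of DN34674_c0_g8 (1.58) was lost without LT replicate 3 (1.42). The cinnamate 4-hydroxylases CYP73A13 (DN33602_c0_g1) and CYP73A100 (DN29803_c0_g4) rose from 24.8 ± 3.56 to 287 ± 75.4 TPM and from 0.0667 ± 0.0473 to 42.0 ± 4.72 TPM. The 4-coumarate-CoA ligases 4CL1 (DN30864_c1_g1) and 4CL2 (DN30622_c0_g4) rose from 4.87 ± 1.95 to 89.6 ± 4.94 TPM and from 0.263 ± 0.292 to 54.7 ± 10.7 TPM. Of 29 tested genes of these 3 enzyme classes, 17 rose, 1 fell and 11 did not pass (17 and 1 adjusted over the list alone). The set moved more upward than the other tested unigenes, annotated or not, by limma's camera (adjusted p = 6.215e-05 with the preset correlation, adjusted p = 0.678 with an estimated correlation). CYP73A100 has no gene symbol in the annotation and was matched by its description after the values had been seen.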

Phenylpropionic acid in *H*. *ventricosa* is catalyzed by the up-regulated expression of *PAL* (*PAL1*, *PAL2*, *PAL3*) to form t-Ca which forms P-coumaroyl-CoA under the action of *4Cl* (*4Cl1*, *4Cl2*) and cytochrome P450 (*CYP73A100*, *CYP73A13*), and p-Coumaroyl-CoA, as the core intermediate product of the phenylpropane metabolic pathway, can connect to the flavonoid metabolic pathway and part of it can form isoflavones, or other phenolic compounds formed by other means. Four significantly different metabolites were produced by the metabolic pathways of phenylpropanoid and flavonoid biosynthesis in *H*. *ventricosa*, including the two isoflavones formononetin 7-O-glucoside (FG) and genistein 7-O-glucoside (genistein), and the two phenolic compounds scopolin and syringin. There was also an increase in content of the precursors of phenolic compounds.

FG is a type of isoflavone that is commonly found in legumes. Many *in vitro* experiments have shown that FG has significant antioxidant and anti-inflammatory effects on other organisms [43], but there has been very little research on plant resistance. Some studies have shown that the FG content of red clover (*Trifolium pratense*) increases sharply after three weeks of submergence stress [44]. There is no direct evidence that FG is involved in plant cold stress, and FG can interact with plant hormones during plant growth. Leading to the decrease in plant hormones, it is speculated that the increase in FG content in *H*. *ventricosa* may be related to hormone cross-talk, which together affect the low-temperature resistance of this species [45]. Genistein is another type of isoflavone that is abundant in legumes, and it has a wide range of pharmacological properties. Many studies have reported that genistein can significantly improve the resistance of plants to biological stress [46]. For example, it has been shown to increase the resistance of alfalfa (*Medicago sativa*) to *Acyrthosiphon pisum* [47], and of rice (*O*. *sativa*) to *Magnaporthe oryzae* [48]. Genistein can also improve the response of plants to adverse environmental conditions. One study reported that after soybean (*Glycine max*) was subjected to low temperature (10°C) for 24 hours, the genistein content of the root system increased threefold compared with the untreated group [49]. The same conclusion was also reflected in the low-temperature osmotic compound stress of soybean [50]. There are also some studies which suggest that genistein is linked to high temperature stress. The genistein content of soybean (*G*. *max*) increases significantly with rising temperature, but it has also been noted that the genistein content of different soybean genotypes does not always increase in response to high-temperature stress [51]. Although these studies did not identify the mechanism underlying the response of genistein to temperature change, they did show that genistein content is closely related to temperature change, which is consistent with the finding that in *H*. *ventricosa* under low-temperature stress the genistein content increased significantly. The above-mentioned studies all used soybean as the experimental material. However, there are no reports on genistein content under abiotic stress in other crop plants, and further research is needed to clarify the mechanism underlying the response of genistein to changes in temperature.

Scopoletin is the precursor of scopolin, and both compounds are derivatives of coumarin. They can participate in the elimination of ROS and in defense against pathogens. The content of scopoletin and scopolin in *H*. *ventricosa* is significantly increased, which indicates that both compounds have a role in the low-temperature defense process in this species. Low-temperature stress can induce the accumulation of scopolin in *Arabidopsis*, and a decrease in scopolin accumulation is observed in *Arabidopsis* mutants that lack the genes related to scopolin production [52]. Under a combination of drought and high-temperature stress, the scopolin content of mandarin orange (*Citrus reticulata*) increases, enabling the plant to cope with these adverse environmental conditions. It has been suggested that scopolin reduces oxidative damage in citrus [53], grape (*Vitis vinifera*) [54] and tea tree (*Camellia sinensis*) [55].

Sinapyl alcohol is a constituent of lignin, which is a component of the cell wall that plays an important role in resisting abiotic stress [56]. Cinnamyl alcohol dehydrogenase (CAD), which has been identified in sweet potato (*Ipomoea batatas*), catalyzes the last step of the lignin synthesis pathway and is involved in the synthesis of lignin monomers. Overexpression of IbCAD1 in cassava can cause increased accumulation of sinapyl alcohol in the root system, and at the same time increases the plant’s tolerance of ROS such as hydrogen peroxide. Lignin is mainly composed of guaiacyl (G), syringyl (S) and p-hydroxyphenyl (H) units, which are derived from coniferyl alcohol, sinapyl alcohol and p-coumaryl alcohol, respectively [57]. The ratio between them can affect the adaptability of plants to environmental stress [58]. Under low-temperature conditions, the root system of *H*. *violacea* showed up-regulation of *PAL*, *4CL*, *F5H*, *CCOAOMT* and almost all other genes related to the synthesis of sinapyl alcohol via the phenylpropanoid biosynthesis pathway, whereas *CYP84A1*, *7OMT* and *CAD8* were all down-regulated. These genes promote a significant increase in the content of sinapyl alcohol. 

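On the branch to the monolignols, the units of lignin, the shikimate hydroxycinnamoyltransferase HST (DN27655_c0_g1) rose from 7.33 ± 2.71 TPM in NT to 87.8 ± 10.9 TPM in LT, the hydroxylase CYP98A2 (DN30376_c0_g2) from 13.6 ± 0.95 to 77.2 ± 6.06 TPM and CCOAOMT (DN30179_c0_g1), which methylates caffeoyl-CoA, from 29.9 ± 1.17 to 153 ± 34.9 TPM. Of the other unigenes described as this methyltransferase, DN31437_c1_g1 rose from 5.17 ± 1.05 to 44.0 ± 2.72 TPM and DN25212_c0_g3 fell from 123 ± 65.4 to 22.3 ± 5.04 TPM (log2 fold change −2.26, adjusted p = 0.0046463 from limma). A probable cinnamyl alcohol dehydrogenase (DN31215_c0_g1) rose from 18.8 ± 6.92 to 194 ± 54.3 TPM, whereas CAD8 (DN27097_c0_g5) of the same class fell from 42.1 ± 11.2 to 9.68 ± 1.96 TPM (log2 fold change −2.05, adjusted p = 3.692e-04 from limma). The paper also names 7OMT (DN34399_c0_g1) here, although its annotation is a reticuline methyltransferase. It fell from 51.7 ± 28.4 to 0.310 ± 0.156 TPM (log2 fold change −5.85, adjusted p = 6.544e-05). CYP84A1 (DN27133_c0_g2), of the class of ferulate 5-hydroxylases, fell from 22.0 ± 7.92 to 11.3 ± 2.26 TPM (adjusted p = 0.0296), and the loss of this call without LT replicate 1, LT replicate 3, NT replicate 1 or NT replicate 3 applies here too (log2 fold changes −0.63 to −0.90). No unigene carried the symbol F5H. Cinnamoyl-CoA reductase CCR1 had 8 unigenes, of which 4 rose, 1 fell and 3 did not pass, and the most abundant (DN32931_c0_g2) fell from 208 ± 40.5 to 115 ± 14.7 TPM. Of 40 tested genes of this branch, 19 rose, 8 fell and 13 did not pass (19 and 8 adjusted over the list alone). The set moved upward by limma's camera (adjusted p = 0.0344 with the preset correlation, adjusted p = 0.678 with an estimated correlation), a call that was lost without LT replicate 3 (adjusted p = 0.0586) or NT replicate 3 (adjusted p = 0.0897) and with the filter of 5 TPM (adjusted p = 0.404). When the filter was applied again it was lost without LT replicate 1 (0.0651), LT replicate 2 (0.135), LT replicate 3 (0.191) or NT replicate 3 (0.104). Of these genes, those that rose and those that fell, the paper states that they promote a higher content of sinapyl alcohol.

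**Figure D2:**
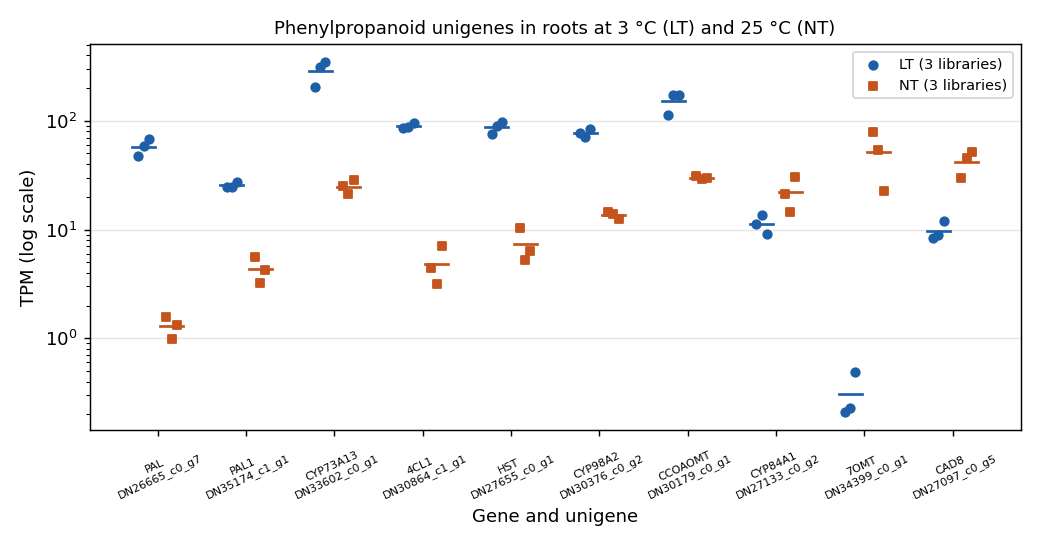
TPM of 10 unigenes of the phenylpropanoid pathway per library on a log10 axis, with 3 points for LT and 3 for NT and a line at each group's mean. 7OMT, annotated as a reticuline methyltransferase, is included because the paper names it with these genes. LT is the higher group for PAL, CYP73A13, 4CL1, HST, CYP98A2 and CCOAOMT, and the lower for CYP84A1, 7OMT and CAD8.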

At the same time, the content of coniferyl alcohol in *H*. *ventricosa* is significantly reduced, which indicates that this species controls the composition of lignin by adjusting the G/S ratio, thereby altering the morphological structure of the cell wall.

## Conclusions

The majority of *Hosta* species are important ornamental plants worldwide, but many of them have low cold tolerance. This study used transcriptomics and metabolomics to investigate the potential impact of low-temperature stress on purple calyx hosta (*H*. *ventricosa*). Under low-temperature stress, 64 848 genes were identified in this species, and 12 059 DEGs were annotated, the latter being mainly associated with plant–pathogen interactions, the MAPK signal transduction pathway, plant hormone signal transduction, phenylpropanoid biosynthesis and flavonoid biosynthesis. Metabolomics analysis identified 555 metabolites, of which 131 metabolites showed significant differences in content, and were mainly enriched in the pathways of phenylpropanoid biosynthesis, isoflavonoid biosynthesis and arachidonic acid metabolism. With regard to low-temperature signal transduction, the transport of Ca^2+^ into cells in *H*. *ventricosa* occurs mainly through the ion channels in the cell membranes, involving COLD, CNGCs and CRLK. Ca^2+^ triggers the MAPK signal pathway and Ca^2+^ signal sensors such as CBL, and strengthens the low-temperature resistance of the *H*. *ventricosa* through the combination of *SCRM* and *DREB*. With regard to low-temperature defense responses, the genes and metabolites related to the pathways of phenylpropanoid metabolism and flavonoid metabolism are considered to be related to the low-temperature resistance of *H*. *ventricosa*. An increase in genistein, scopolentin and scopolin content possibly improves the plant’s low-temperature tolerance (Fig 6). The change in the content ratio of sinapyl alcohol and coniferyl alcohol affects the composition of lignin, which in turn influences the cell wall structure in *H*. *ventricosa*. However, further research is needed to clarify the role of FG in the plant response to abiotic stress, and to determine the relationship between endogenous hormones, low temperature and the expression of the relevant genes.

**Fig 6:**
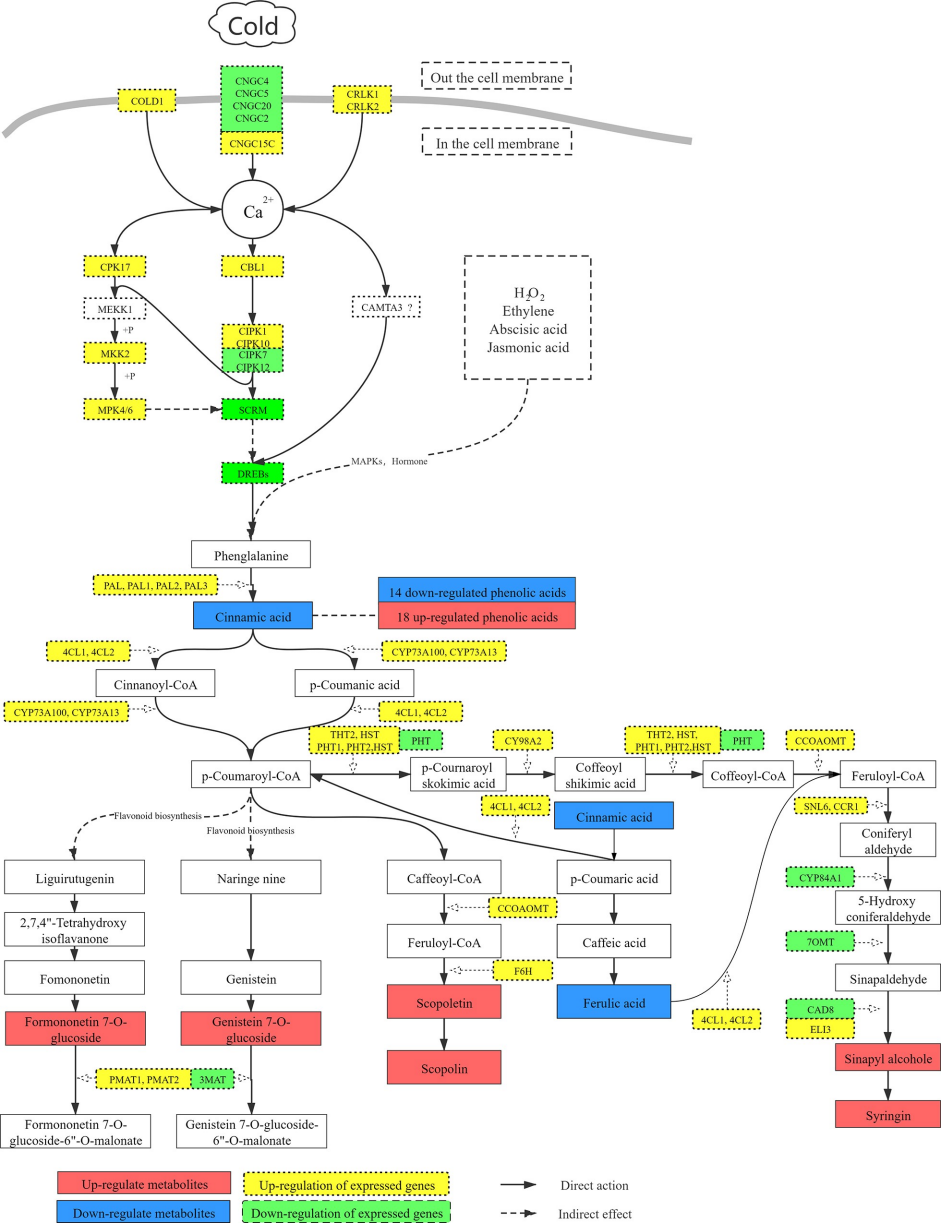
Signal transduction and the pathway of phenylpropanoid synthesis in *H*. *ventricosa*.

How the deposited data were processed for this re-analysis (not part of the article)

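The transcriptome was measured in roots of H. ventricosa, in 3 libraries of plants kept at 3 °C for 7 days after stepwise cooling (LT, in a climate box) and 3 libraries of plants held at 25 °C (NT, indoors). By the paper's methods, the authors trimmed the reads with Cutadapt, assembled them with Trinity, annotated the unigenes against NR, SwissProt, Pfam, GO, KEGG and EggNOG, obtained TPM values with Salmon and called DEGs with edgeR. The deposited table holds these TPM values, which the authors made by dividing the reads of each unigene by its length and scaling each library to a fixed total, together with the length, the isoforms and the annotations of each of 64848 unigenes. The submitters' notes on the samples name Bowtie 0.12.2, HISAT2 2.0, StringTie 1.3.0 and the mouse genome build mm8, which the paper does not name and which the unigene identifiers, those of a Trinity assembly, do not call for. Read counts and the authors' own DEG calls were not used here, and the metabolome was not analysed here. TPM keeps no read depth, so the depth is unknown and no counting intervals are given.

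All values were computed with R 4.3.3 and limma 3.58.1, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Each library took its group from its label. Unigenes with a TPM of at least 1 in at least 3 of the 6 libraries were tested, which left 59668 and removed 5180. LT was compared with NT by limma's moderated test with the trend on, on log2 of TPM plus a pseudocount of 0.5, with the Benjamini-Hochberg adjustment over all unigenes tested and an adjusted p threshold of 0.05. The paper states an unadjusted p below 0.05 with a log2 fold change above 1 or below −1, and DEGs were counted by that rule as well. Median-of-ratios scaling, an alternative, would divide the libraries by factors of 0.875 to 1.09.

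The test was tried on simulated data for LT against NT, drawn on the 59668 unigenes with their means. Their spreads were exchanged at random between unigenes of like expression, and the noise was independent between unigenes. Links between real unigenes, such as shared reads, are therefore left out, and the shares below do not cover them. With 200 unigenes changed, it recovered 4 of 67 (6%), 17 of 67 (25.4%) and 39 of 66 (59.1%) at absolute log2 changes of 1, 2 and 3, and 3 of its 63 calls were unchanged unigenes. With 30% of unigenes changed, a share nearer to that called in the libraries, it recovered 51.6%, 85.7% and 96% at the same sizes, and 575 of its 14490 calls were unchanged unigenes. The enrichment test on 5000 simulated genes recovered 10 of 10 planted terms and called 0 of the others.

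The genes named are those the paper names by unigene or symbol, in its text, Table 1 or Fig 6, the 10 with the largest rise and the 10 with the largest fall among described unigenes past the adjusted p whose groups do not overlap and whose mean TPM is at least 10, up to 4 of the most abundant unigenes past the adjusted p in each list, and the 5 most abundant annotated unigenes of each group. The names in Fig 6 were added after some values had been seen. There were 30 lists of genes, written by gene family or function and matched to the symbols and descriptions of the annotation. They cover cold sensors, calcium-dependent protein kinases, the MAPK cascade, CBL and CIPK genes, DREB factors with their regulators, cold-regulated and late embryogenesis abundant proteins, compatible solutes, starch and sucrose, the phenylpropanoid core, the monolignol branch, class III peroxidases, coumarins, flavonoids, reactive oxygen scavenging, heat shock proteins, fatty acid desaturases, WRKY and ethylene-responsive factors, abscisic acid, jasmonate, auxin, defense against pathogens, the cell wall, aquaporins, the circadian clock, photosynthesis, suberin, cell division, ribosomal proteins and reference genes. For each list the unigenes that rose and fell were counted, adjusted over all unigenes and over the list alone. The list was compared with the other tested unigenes, annotated or not, by limma's camera with a preset correlation of 0.01 and with an estimated correlation. The p-values of camera were adjusted over the 30 lists. KEGG pathways and GO terms with at least 5 tested unigenes were tested for enrichment in DEGs by the exact hypergeometric test, one-sided, against the tested unigenes with an annotation of that kind, and adjusted over the terms of each kind.

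The alternatives were median-of-ratios scaling, no filter on low values and a filter of 5 TPM in 3 libraries, pseudocounts of 0.1 and 1, each library left out in turn with the filter applied again to the 5 left, the replicate number as a block, limma with the trend off, an adjusted p for the DEGs, other backgrounds and gene sets for the enrichment, an estimated correlation in camera and 1 unigene per annotated protein. After the counts without 1 library had been seen, each library was also left out over the same 59668 unigenes, and values without a library are of this kind unless the filter is said to be applied again. Applying it again leaves unigenes seen in 1 group only untested when a library of that group is left out. Groups of 3 libraries are too small for a search for outlying libraries, and none was made.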

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

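The tests in this part were chosen before the results they measure were seen, apart from the limits of 0.2 and 2 TPM that define the unigenes seen in 1 group only, which were set after a few examples had been seen. Which lists the paper discusses was written down after the results of the lists had been seen.

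These 5 results concern groups of genes that the paper does not discuss. Most heat shock proteins fell at 3 °C. Of 131 unigenes tested, 67 fell, 19 rose and 45 did not pass (69 and 21 adjusted over the list alone). With 1 unigene per annotated protein, 41 of 71 fell, 6 rose and 24 did not pass. HSP22.7 (DN29119_c1_g3) fell from 1852 ± 634 TPM in NT to 161 ± 29.9 TPM in LT (mean ± SD, n = 3) and a class I protein of 17.6 kDa (DN29999_c1_g5) from 1363 ± 70.2 to 129 ± 9.63 TPM, whereas the cognate HSC-2 (DN32151_c0_g1), of the 70 kDa class that folds proteins at all temperatures, rose from 658 ± 118 to 1421 ± 290 TPM while another HSC-2 unigene (DN35068_c1_g4) fell from 659 ± 32.8 to 234 ± 15.2 TPM. This was the 1 list of the 30 that passed limma's camera with an estimated correlation (adjusted p = 0.0342, and adjusted p = 1.226e-06 with the preset correlation). Genes of the circadian clock fell in 11 of 24 cases and rose in 3, and 10 did not pass (11 and 3 adjusted over the list alone). RVE1 (DN35547_c0_g1), a clock output factor, fell from 107 ± 10.7 to 20.9 ± 2.00 TPM, and the Adagio-like protein 3 (DN28128_c2_g2), a photoreceptor of the clock, from 92.4 ± 4.11 to 4.77 ± 0.326 TPM. The hours of sampling were not compared, since neither the paper nor the labels give them. Only the LT plants stood in a climate box, and the paper's text gives the light of neither place.

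Class III peroxidases, which polymerize lignin in the cell wall, rose in 31 of 46 cases and fell in 5, and 10 did not pass (31 and 7 adjusted over the list alone). PER42 (DN27825_c0_g1) rose from 33.8 ± 16.9 to 217 ± 80.5 TPM and Peroxidase 5 (DN34530_c0_g2) from 10.7 ± 5.17 to 130.4 ± 12.0 TPM. Of 116 genes of cell wall loosening and synthesis, 59 rose, 18 fell and 39 did not pass (60 and 18 adjusted over the list alone). The cellulose synthases CESA1 (DN35231_c0_g6) and CESA8 (DN22796_c0_g1) rose from 44.1 ± 7.55 to 190.5 ± 29.4 TPM and from 65.5 ± 2.80 to 155 ± 7.32 TPM, and the expansin-like EXLA1 (DN34052_c0_g1) from 124 ± 29.3 to 252 ± 4.42 TPM. By camera both lists rose more than the other tested unigenes, annotated or not, with the preset correlation (adjusted p = 5.530e-05 and 1.838e-04) and neither did with an estimated correlation (adjusted p = 0.570 for both).

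Of 125 unigenes of reference genes, families often used to normalize qRT PCR, 54 rose, 17 fell and 54 did not pass (58 and 17 adjusted over the list alone). With 1 unigene per annotated protein, 15 of 39 rose, 2 fell and 22 did not pass. By camera the list had adjusted p = 4.695e-04 with the preset correlation and adjusted p = 0.678 with an estimated correlation. The polyubiquitin UBI11 rose in DN29237_c2_g1 from 730.1 ± 86.2 to 1527 ± 289 TPM and in DN32506_c0_g2 from 572 ± 40.3 to 1415 ± 268 TPM, and fell in DN25255_c1_g8 from 77.5 ± 4.24 to 18.8 ± 2.05 TPM. The paper normalizes its qRT PCR to Actin and its text does not say which unigene. Chosen after their values were seen, the actin ACT7 rose in DN29765_c0_g1 from 151 ± 12.9 to 211 ± 5.32 TPM, did not pass in DN33777_c0_g2 (284 ± 22.5 TPM in NT and 254 ± 21.6 TPM in LT, log2 fold change −0.16) and fell in DN33364_c2_g4 from 42.9 ± 5.29 to 8.61 ± 3.88 TPM.

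The unigenes of 1 pattern were seen in 1 group only, with a TPM of 0.2 or less in all 3 libraries of the other group and of at least 2 in all 3 of their own. There were 1256 such unigenes (2.1% of those tested), 843 in LT and 413 in NT, and 111 of them had a mean of at least 10 TPM. Values near the detection floor stay open. The median of 3.91 TPM in the group that has them, with a lower quartile of 3.07 TPM, decides nothing, since the limit of 2 TPM in 3 libraries keeps lower means out. A genotype difference between the plants of the groups stays open, since 1 of only 6 sister pairs of the same assembly component went opposite ways (16.7%, exact 95% interval 0.42 to 64.1%, against 40.2% of random pairs). Over all unigenes past the adjusted p, 21.7% of 1265 sister pairs went opposite ways against 48.7% expected. This does not decide it either, since sister unigenes can be parts of 1 transcript. Such parts go the same way with or without a genotype difference. Transcripts of other organisms also stay open, since best matches in animals, fungi or protists were 13.9% among these unigenes and 11.8% among the others (odds ratio 1.20, 95% interval 0.753 to 1.85, p = 0.416 from Fisher's exact test). Regulation by temperature alone stays open as well, since ribosomal proteins and reference genes were as often of this kind as other genes within a wide interval (3 of 279, odds ratio 1.07, 95% interval 0.218 to 3.23).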

How the results depend on the processing

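The leave-outs were first run with the filter applied again to the 5 libraries left. Chosen only after results had been seen were the leave-outs over the same unigenes, the use of the same unigenes for median-of-ratios scaling, the removal of non-plant matches, the leave-outs for terms and unadjusted p-values for terms. Of the 254 named genes, 197 kept their side of the threshold under every alternative that tested them, and of 4705 values 336 lost and 16 gained a call, 0 of them with a reversed call. Applying the filter again left 22 of the genes untested without an LT library and 9 without an NT library. A further 27 values changed sign with neither side past the threshold. For the set tests, 562 of 600 values stayed on their side, 16 lost and 22 gained a call, the gains in the lists of the MAPK cascade, DREB factors, compatible solutes, ribosomal proteins and reactive oxygen scavenging.

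With the filter of 5 TPM, which tests only 20379 unigenes, there were 6115 DEGs (4191 higher and 1924 lower) and 10754 unigenes past the adjusted p (6996 rose and 3758 fell). Median-of-ratios scaling shared 23149 of the 24344 calls (95.1%). It made the balance more even, with 13051 that rose and 11394 that fell (53.4% rose) against 14139 and 10205 (58.1%) without it. The median log2 fold change over the unigenes tested was −0.003 with this scaling and 0.077 without it. Without each library in turn over the same unigenes, the DEGs numbered 20518 to 21815 and the unigenes past the adjusted p 18829 to 21577, sharing 75.8% to 83.5% of the calls. When the filter was applied again to the 5 libraries left, unigenes seen only in the group left with 2 libraries were removed. Over leave-outs of both kinds the range was 14893 to 21815 for the DEGs, 6309 to 12720 for the higher and 4067 to 10241 for the lower, and 12703 to 21577 for the unigenes past the adjusted p, 6009 to 13374 that rose and 4042 to 9354 that fell. The higher DEGs numbered 6309, 6361 and 6563 and the risen unigenes 6638, 6009 and 6010 without LT replicate 1, 2 and 3, and the lower DEGs 4067, 5610 and 4339 and the fallen unigenes 4042, 4914 and 4127 without NT replicate 1, 2 and 3. Of the unigenes the paper names 40 to 60 rose (40 without LT replicate 2), and of the lists 432 to 663 (432 and 440 without LT replicate 2 and 3), the low ends with the filter applied again. Leaving out non-plant matches gave 21573 DEGs and 23687 unigenes past the adjusted p.

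In the lists, 1 unigene per protein left 610 calls of 1166 (335 rose and 275 fell), since fewer unigenes were counted. For the cold sensors it turned the balance, with 4 that rose and 2 that fell of 12 proteins against 4 and 7 of 18 unigenes. With an estimated correlation the camera calls of the calcium-dependent protein kinases, phenylpropanoid core, monolignol branch, jasmonate and reference genes ended (adjusted p = 0.678), as did those of peroxidases and cell wall (0.570) and of defense and clock (0.734). The monolignol branch had adjusted p = 0.404 with the filter of 5 TPM and 0.0159 to 0.191 without 1 library, above the threshold for LT replicate 3 (0.0586) and NT replicate 3 (0.0897) and, with the filter applied again, for LT replicate 1 (0.0651), LT replicate 2 (0.135), LT replicate 3 (0.191) and NT replicate 3 (0.104). The causes were not tested. Enriched KEGG pathways numbered 22, with 13 for genes past the adjusted p and 10 for fallen DEGs. Enriched GO terms numbered 116, with 56, 44 and, by unadjusted p, 286. Plant hormone signal transduction was not enriched for fallen DEGs (adjusted p = 0.164), nor flavonoid biosynthesis for risen (0.137) or fallen DEGs (0.0847).

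The replicate numbers do not pair the libraries. Their deviations from the group means correlated by 0.028, −0.032 and 0.042 at most, and LT replicate 1 went best with NT replicate 3 (0.042), LT replicate 2 with NT replicate 2 (0.042) and LT replicate 3 with NT replicate 2 (0.028). The fit with a replicate block called 22838 unigenes and shared 21797 calls (89.5%). The real split gave 24344 unigenes past the adjusted p against 0 in the highest other split, and 21942 DEGs against 1496, 1 split of 10 in each case, and 10 splits are too few for a share under 0.05. DESeq2, the exact test and library-size scaling need counts and were not run, and the authors' DEG calls were not used here. TPM gives no depth, so what depth limits is unknown.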

Differences from the paper's values

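A number is said to differ from the paper's where 1 of the 2 is more than 1.5 times the other. Unadjusted p-values for terms and the leave-outs over the same unigenes were chosen after values had been seen, the latter after the counts of the leave-outs with the filter applied again.

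The paper's number of DEGs is 12059, and 21942 were found here at the thresholds the paper states. The paper used edgeR, a test on counts, whereas limma on log2 TPM with a filter on low values was used here. Only the thresholds are shared, and no test on counts was run. The paper's numbers of up-regulated and down-regulated genes are 6737 and 5322, against 12376 and 9566. Of the alternatives set before the data were examined, leaving out 1 library was first done with the filter applied again and gave 14893 to 16935 DEGs, within 1.5 times the paper's number, with 6309 to 6563 higher and 8532 to 9875 lower when an LT library was left out, and 11325 to 12542 higher and 4067 to 5610 lower when an NT library was left out. Only the higher DEGs in the first case and the lower DEGs in the second come within 1.5 times the paper's numbers. Of the 14 genes of Table 1, which the paper calls, this setting leaves 11 to 13 as DEGs and the thresholds over all 6 libraries 12. The other alternatives set before the data were examined differed, from 6115 DEGs (4191 higher and 1924 lower) with the filter of 5 TPM to 24410 DEGs (13435 higher and 10975 lower) without a filter, including 19535 with an adjusted p and 19070 with a pseudocount of 1. So did leaving out 1 library over the same unigenes (20518 to 21815), chosen after the counts with the filter applied again had been seen.

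The paper's number of DEGs with a GO term is 3215, against 6255 here. Of the alternatives set before the data were examined, the filter of 5 TPM came within 1.5 times the paper's number (3675), and the others did not (4854 to 6660). The paper's number of enriched GO terms is 300, against 116 here by adjusted p, while the paper names no adjustment. The alternatives set before the data were examined all differed (97 with all annotated unigenes as background, 56 for genes past the adjusted p, 98 and 44 for risen and fallen DEGs). Unadjusted p-values, chosen after seeing the values, gave 286, which by construction include the 116, and 262 to 329 without 1 library. The paper's average length of 372 bp is set against a mean of 717.1 bp. The median here is 372 bp, and Table 2 of the paper calls that value the median. No alternative applies to it.

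For the genes of Fig 1, the fold directions of the libraries go with those of the qRT PCR bars as read by eye for 14 of 14 genes, including CYP84A1 (DN27133_c0_g2, log2 fold change −0.89), which the text calls the exception and whose call was lost without LT replicate 1, LT replicate 3, NT replicate 1 or NT replicate 3 (−0.63 to −0.90). The paper's text has COLD1, CNGC4, CNGC5 and CNGC2 up-regulated, whereas COLD1 did not pass (−0.32), CNGC4 fell (−2.60), CNGC5 fell in 1 of its unigenes (−1.68) and CNGC2 in DN31493_c0_g2 (−1.61), a call lost without LT replicate 3 when the filter was applied again (−1.52). It has CNGC15C down-regulated, and that gene rose (2.41). The colours of Fig 6 for these channels go the way of the values here. CNGC20, up-regulated in the text, rose in 1 unigene (0.72) and fell in another (−1.56). For CRLK1 (1.70) and CRLK2 (2.50) the directions are the same as in the paper.

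The text has MKK3 and MPK4/6 up-regulated and MEKK1 unchanged. Here MKK3 fell (−0.47), while MKK2, which Fig 6 shows, rose (1.25), MPK4 rose in 1 unigene (0.99) and fell in another (−0.72), no unigene was annotated as MPK6, and MEKK1 rose (0.67). The fall of MKK3 was lost without any 1 library other than LT replicate 3 (−0.35 to −0.53), and without that one too when the filter was applied again (−0.57). CPK17, up-regulated in the text, rose in 1 unigene (1.85), fell in 2 and did not pass in 1. CBL1, up-regulated in the text, did not pass (0.15). Fig 6 shows CIPK12 as down-regulated, and 2 of its unigenes rose (2.08 and 1.80) and 1 fell (−2.47). Fig 6 shows SCRM as down-regulated, and none of its 4 unigenes passed. The paper refers to DREB1A, and no unigene was annotated with that name. It has the listed DREB genes all down-regulated, which held for 9 of 10 unigenes, and a DREB1E unigene rose (0.93), a call lost without any 1 LT library or NT replicate 1 (0.86 to 0.99). The paper did not find CAMTA3, and 10 unigenes carried the SwissProt name CMTA3. The text has F5H up-regulated apart from CYP84A1, and no unigene carried the symbol F5H. For PAL, 4CL, 7OMT and CAD8 the directions are the same as in the paper, as is that of the unigene with the symbol CCOAOMT, while another unigene described as this methyltransferase (DN25212_c0_g3) fell (−2.26).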

Other observations

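The tests on genes of cold acclimation in this part, and the naming of NCED3, were chosen only after the results had been seen. The counts for the lists were planned.

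Genes of abscisic acid went both ways at 3 °C, and more genes of jasmonate rose than fell. CYP707A5 (DN35186_c1_g3) and CYP707A1 (DN35186_c1_g4), hydroxylases that break down abscisic acid, rose from 45.8 ± 17.5 to 937 ± 133 TPM and from 35.4 ± 8.27 to 546 ± 57.0 TPM (mean ± SD, n = 3), while NCED3 (DN31395_c0_g3), which makes its precursor, fell from 21.7 ± 4.87 to 0.15 ± 0.141 TPM (log2 fold change −5.09, adjusted p = 2.390e-05 from limma). Of 46 abscisic acid genes 14 rose, 18 fell and 14 did not pass (14 and 20 adjusted over the list alone), and the list did not pass camera (adjusted p = 0.470). Of the jasmonate genes, the allene oxide cyclase AOC (DN28573_c0_g1) rose from 48.0 ± 4.23 to 234 ± 45.8 TPM, the oxophytodienoate reductase OPR1 (DN35673_c1_g1) from 11.7 ± 2.59 to 258 ± 102 TPM and the repressor TIFY10B (DN31890_c0_g3) from 81.3 ± 18.6 to 260.0 ± 40.6 TPM. Of 62 jasmonate genes 36 rose, 5 fell and 21 did not pass (40 and 6 adjusted over the list alone). The list moved more upward than the other tested unigenes, annotated or not, by camera with the preset correlation (adjusted p = 6.215e-05) and not with an estimated correlation (adjusted p = 0.678).

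The tonoplast aquaporin TIP2-2 (DN27905_c1_g1) fell from 2916 ± 729 to 639 ± 34.4 TPM and the plasma membrane aquaporin PIP2-3 (DN31875_c0_g2) from 302 ± 59.5 to 131 ± 9.48 TPM. Of 29 aquaporins 9 rose, 10 fell and 10 did not pass (10 and 11 adjusted over the list alone). The omega-3 desaturase FAD8 (DN35197_c0_g1), which makes membrane lipids less saturated, rose from 58.6 ± 15.5 to 168 ± 33.4 TPM, and of 20 genes of fatty acid desaturation and membrane lipids 4 rose, 5 fell and 11 did not pass (4 and 5 adjusted over the list alone). A glutathione S-transferase (PARA, DN30934_c0_g2) fell from 2858 ± 441 to 299 ± 46.7 TPM, and of 77 genes of reactive oxygen scavenging 17 rose, 23 fell and 37 did not pass (17 and 26 adjusted over the list alone).

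Cytosolic ribosomal proteins fell in 72 of 343 unigenes and rose in 29, and 242 did not pass (57 and 23 adjusted over the list alone), with RPL19C (DN32160_c0_g3) going from 369 ± 26.7 to 228 ± 13.5 TPM. With 1 unigene per annotated protein, 41 of 151 fell, 9 rose and 101 did not pass. Of 73 genes of cell division 14 rose, 9 fell and 50 did not pass (14 and 9 adjusted over the list alone). The linker histone H1 (DN29853_c2_g1) fell from 1344 ± 232 to 143 ± 36.9 TPM, while a histone H2B (HIS2B, DN33357_c1_g6) rose from 145 ± 21.1 to 208 ± 18.1 TPM. Of 23 suberin and Casparian strip genes 4 rose, 7 fell and 12 did not pass (4 and 7 adjusted over the list alone), and CYP86B1 (DN34119_c1_g4) fell from 14.5 ± 1.28 to 7.28 ± 1.80 TPM. Of 23 photosynthesis genes 2 rose, 5 fell and 16 did not pass (2 and 5 adjusted over the list alone), and a Rubisco small subunit (RBCS1, DN23571_c0_g1) fell from 58.4 ± 19.1 to 9.69 ± 3.80 TPM. None of the lists in this paragraph or the one before it passed camera with the preset correlation, and adjusted p ranged from 0.133 for ribosomal proteins to 0.761 for suberin. Under alternatives 2 of them passed it with the preset correlation, downward, and with an estimated correlation over all 6 libraries they did not (adjusted p = 0.794 for ribosomal proteins and 0.734 for reactive oxygen scavenging). These were ribosomal proteins with the filter of 5 TPM (adjusted p = 5.144e-05) and without LT replicate 2 (0.0217), NT replicate 1 (0.00485, or 1.308e-04 when the filter was applied again) or NT replicate 3 (0.0295, or 8.558e-04), and reactive oxygen scavenging with the filter of 5 TPM (adjusted p = 0.0477) and without NT replicate 1 (0.0118) or NT replicate 3 (0.00792) when the filter was applied again. The sign of a list's median, mean and camera direction was not always the same. The median and mean log2 fold changes were −0.24 and 0.05 for abscisic acid, −0.12 and 0.11 for aquaporins, −0.01 and 0.08 for ribosomal proteins and 0.01 and −0.06 for starch and sucrose, all downward by camera, and they were 0.11 and 0.04 for desaturases and 0.24 and 0.27 for suberin, where camera's direction was downward too. The most abundant annotated unigenes of LT were a late embryogenesis abundant protein (DN27961_c0_g2, 5784 TPM in LT and 7144 TPM in NT) and a metallothionein (DN22974_c0_g1, 5138 and 3294 TPM), neither past the test, although the metallothionein passed it with the filter of 5 TPM (log2 fold change 0.66).

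Several genes that plants commonly raise in cold acclimation were lower at 3 °C. GOLS2 (DN30952_c1_g1) and STS1 (DN29284_c1_g4), which make galactinol and stachyose, fell from 687 ± 59.5 to 131 ± 33.4 TPM and from 525 ± 35.0 to 37.2 ± 12.4 TPM, and a late embryogenesis abundant protein (DN29458_c0_g5) fell from 882 ± 202 to 35.4 ± 19.0 TPM, while RCI2B (DN31841_c0_g1), a small membrane protein, rose from 139 ± 44.4 to 1094 ± 163 TPM and TPS7 (DN22749_c1_g1) of trehalose synthesis from 12.7 ± 3.22 to 118 ± 4.90 TPM. Of 30 cold-regulated and late embryogenesis abundant proteins 13 rose, 8 fell and 9 did not pass (13 and 9 adjusted over the list alone), and of 32 genes of compatible solutes 7 rose, 13 fell and 12 did not pass (7 and 13 adjusted over the list alone). The solutes did not pass camera (adjusted p = 0.234 with the preset correlation, adjusted p = 0.758 with an estimated correlation) but passed it with the preset correlation, downward, without NT replicate 2 (0.0193) or NT replicate 3 (0.0446) when the filter was applied again. Over these lists and that of the DREB factors, 32 of 97 unigenes fell and 28 rose.

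A few abundant unigenes that took up TPM in LT would lower all other unigenes alike. The shares run the other way, since the 10 most abundant unigenes took 9.22% to 11.8% of the TPM in LT and 14.3% to 18.7% in NT. Such a shift is argued against as the whole source of these falls by the scaling factors as well. The log2 ratios of the median-of-ratios factors of LT and NT libraries ran from −0.077 to 0.319 over the 9 pairs, above the smallest of the 32 falls (log2 fold change −0.55). A single mislabelled library is argued against by the correlations, since the lowest within a group (0.892) lies above the highest between the groups (0.7095). An exchange of the labels of the groups stays open. Of 26 small heat shock proteins, which warmth induces, 22 were lower in the libraries labelled LT, 1 was higher and 3 did not pass, which goes against an exchange, but other stresses could also lower or raise them. The paper's qRT PCR runs the way of the labels for 14 of the 14 genes of Fig 1, as read by eye, although the paper's text excepts DN27133_c0_g2. The paper also reports more scopoletin and scopolin in LT. These measures go against an exchange made for the libraries alone. They cannot tell of an exchange of the plants or root samples, which would carry over to them as well. Their values were not analysed here. Regulation by the stepwise cooling and the 7 days at 3 °C is a biological explanation that the design gives. These libraries could not test it apart from the labels, nor apart from the climate box in which only the LT plants stood.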
